# Unusual cell surfaces, pili, and archaella of *Thermoplasmatales* archaea

**DOI:** 10.1093/ismejo/wraf176

**Published:** 2025-08-13

**Authors:** Matthew C Gaines, Michail N Isupov, Mathew McLaren, Risat Ul Haque, Alejandra Recalde, Rafael Bargiela, Vicki A M Gold, Sonja-Verena Albers, Peter N Golyshin, Olga V Golyshina, Bertram Daum

**Keywords:** Archaea, Thermoplasmatales, Oxyplasma meridianum, Cuniculiplasma divulgatum, cryoEM, cryoET, filaments, archaella, pili

## Abstract

Archaea of the order *Thermoplasmatales* push the boundaries of our current knowledge of prokaryotic life. They show distinct cellular plasticity, heterogenous cell morphologies, and lack a paracrystalline S-layer. As the S-layer has previously been implicated in acting as a stator scaffold for filaments driving cellular propulsion, particularly archaella, we asked whether the absence of an S-layer precludes the formation of functional archaella or pili in *Thermoplasmatales*. Using cryoEM, we investigated the two *Thermoplasmatales* species *Cuniculiplasma divulgatum* and *Oxyplasma meridianum*. We found that these species indeed generate pili and archaella and that the latter likely function in cellular propulsion. Whereas *C. divulgatum* produces pili with terminal hooks using a unique assembly machinery, *O. meridianum* generates unusually wide, “barbed” archaella with a high degree of glycosylation. Our results show that for the generation of functional archaella and pili, a canonical S-layer is not necessary.

## Introduction

Extremophiles have evolved to thrive in conditions such as extreme salinity, acidity, alkalinity, and temperature, which are lethal to mesophilic life forms [1]. Although extremophiles are found in all three domains of life, the majority belong to the archaeal domain. Species of the order *Thermoplasmatales* have a facultative anaerobic or aerobic metabolism, which relies on complex organic carbon substrates. *Thermoplasmatales* species grow at extremely low pH values (down to −0.06 [2]) and temperatures of 37°C–60°C [3].

Archaea are often surrounded by a porous glycoprotein harness known as the surface (S)-layer, which usually forms the outermost component of their cell wall [4–9]. This S-layer serves as their primary protection from harsh environmental conditions, as well as defence against viruses [6]. In addition, the S-layer creates a quasi-periplasmic space between itself and the membrane and acts as a scaffold that anchors specific proteins and molecular machines in the cell envelope [5, 10]. Examples include the archaellum machinery, a rotary swimming propeller analogous to the bacterial flagellum [11], archaeal Type IV pili (T4P), such as archaeal adhesive pili (Aap), which function in adhesion and twitching motility [12, 13], and threads, adhesive filaments similar to bacterial chaperone-usher pili [14].

Archaeal Type IV pilins and archaellins, which form the subunits of pili and archaella, respectively, are expressed as preproteins with a signal peptide. This signal peptide is cleaved in bacteria by the type III prepilin signal peptidase PilD, and in archaea by ArlK/PibD or EppA [15, 16], resulting in mature pilin proteins. The pilins/archaellins are then assembled into a filament, wherein the hydrophobic alpha helical N-termini are helically stacked in the core of the filament, and the hydrophilic β-strand-rich heads are oriented towards the filament's periphery [17].

The assembly of T4P is driven through ATPases that form a central component of larger molecular machines. The widespread bacterial Type IVa pili (T4aP), as opposed to T4bP that are exclusive to enteric bacteria, provide twitching motility, and function with the aid of a retraction ATPase [18]. In contrast, archaeal T4P typically do not have retractive ATPases within their operons [19]. Moreover, the archaeal T4P machinery typically contains fewer genes than that of Gram-negative bacteria. Due to the lack of an outer membrane in most archaea, these species have no need for peptidoglycan-resolving or outer membrane conduit (secretin) proteins. In the archaeon *Sulfolobus acidocaldarius*, the Aap machinery is thought to consist of at least five proteins; the main filament-forming protein (AapB), a minor pilin (AapA), the cytoplasmic hexameric ATPase (AapE), a membrane-bound, likely dimeric assembly platform protein homologous to the bacterial T4P platform PilC (AapF), and a protein with unknown function called AapX. The latter is predicted to be involved in surface binding through sugar/iron binding capabilities [12, 20].

The archaellum machinery has been studied in greater detail. It consists of a membrane-embedded multi-protein basal body that drives the assembly and rotation of the ArlB filament [21]. Like T4P, the archaellum machinery is powered by a hexameric motor ATPase (ArlI), which is located in the cytosol. ArlI hydrolyses ATP to initially power the assembly of the archaellum filament and, putatively by the action of ArlH, switches to filament gyration, once archaellum assembly is complete [22, 23]. The membrane-bound platform protein ArlJ is thought to be a dimer, spanning the cell membrane, and interacting with ArlI in the cytosol [21]. ATP hydrolysis by ArlI is likely caused by conformational changes in ArlJ, which hoist ArlB subunits from the membrane and integrate them into the nascent filament. In the pseudoperiplasmic space, filaments of ArlG are believed to span from the cellular membrane to the S-layer. Capped by ArlF proteins, an interaction between the ArlFG complex and the paracrystalline S-layer array is proposed to be formed [24, 25]. *Thermoproteota (e.g. Sulfolobus species)* contain a ring of ArlX proteins [26], thought to encase the ArlH/ArlI complex and to integrate it into the cellular membrane. In many *Methanobacteriati* (such as *Pyrococcus furiosus* and *Haloferax volcanii)*, ArlC and ArlD/E have been suggested to replace ArlX [21] and to connect the archaellum with the chemoreceptor machinery [17, 27].

It has been postulated that the stator subunits ArlG and ArlF anchor the rotary motors in the S-layer and thus prevent their futile rotation in the membrane [25]. This is supported by the observation that mutant strains of *S. islandicus* that lack S-layers are immotile, even though they still assemble archaella [24]. Moreover, it has recently been shown that some archaea are capable of twitching motility through cycles of extending and retracting pili, called Aap [28]. It is conceivable that the S-layer also plays a role as a scaffold for pilus assembly and disassembly. Nevertheless, most *Thermoplasmatales* species do not appear to possess a canonical S-layer [29, 30] but a distinctive membrane instead, which is primarily comprised of a tetraether lipoglycan [31, 32]. This unique lipoglycan is characterized by an atypical archaeal tetraether lipid linked to an oligosaccharide, which is composed of glucose and mannose [33]. It is postulated that this lipoglycan plays a pivotal role in conferring acid and thermal stability in the membrane of members of the *Thermoplasmatales* [32, 34]. The scarcity of cultivated *Thermoplasmatales* species has so far been a limiting factor in the study of their cell biology. Thus, little is known about their cellular morphology or the architecture of their cell envelope. Whereas some species appear to encode T4P or archaella in their genomes, it is unclear if these are indeed assembled, and if these species are motile via twitching or swimming propulsion.

In this study, we investigated the recently discovered *Thermoplasmatales* species, *Oxyplasma meridianum*, and the previously described *Cuniculiplasma divulgatum* [35–37]. By examining their morphology using electron cryo-tomography (cryoET), we confirm that neither *C. divulgatum* nor *O. meridianum* possesses a *bona fide* S-layer array but instead a dense layer of largely unordered proteins. Moreover, we show that both species extend surface filaments, confirming previous observations in the *Thermoplasmatales* species *Thermoplasma volcanium* [38]. Through single particle cryo-electron microscopy (cryoEM) and helical reconstruction, we solved the structures of these filaments at 2.61 and 2.52 Å resolution for *C. divulgatum* and *O. meridianum,* respectively. Atomic model building, bioinformatics analysis, and motility experiments suggest that the *C. divulgatum* fibre is a nonrotary, likely adhesive T4P, whereas the *O. meridianum* filament is an archaellum. Our motility experiments confirm that *O. meridianum* cells are indeed capable of swimming motility, despite the absence of a canonical para-crystalline S-layer.

## Materials and Methods

### Cell growth and filament isolation

For cultivation of strains *O. meridianum* M1^T^ (DSM 116605^T^) [37], and *C. divulgatum* S5^T^ (JCM 30642^T^) [35], the modified medium DSMZ 88 was used, which contained (g l^−1^): (NH_4_)_2_SO_4_, 1.3; KH_2_PO_4_, 0.28; MgSO_4_ .7H_2_O, 0.25; CaCl_2_.2H_2_O, 0.07; FeCl_3_.6H_2_O, 0.02. Trace element solution SL-10 (DSMZ medium 320) in proportion 1:1,000, betaine 0.06% w/v), vitamin solution by Kao and Michayluk (Product N K3129, Sigma-Aldrich, Gillingham, UK) at 1:100 (v/v) were also added. The medium was supplemented with Beef Extract and Tryptone (both Sigma-Aldrich, Gillingham, UK), at a final concentration of 1 g l^−1^ for cultivation of M1, and with beef extract only at a final concentration of 3 g l^−1^ for cultivation of S5 strain, correspondingly. The pH of the medium was adjusted to pH 1.0 by 10 N H_2_SO_4_. The cells of both organisms grew in triplicates, in 250 ml Erlenmeyer flasks containing 50 ml of media at 40°C in a shaking incubator at 100 rpm. The growth was monitored by measurement of optical density at the wavelength 600 nm in a BioPhotometer Plus (Eppendorf, Hamburg, Germany).

These 40 ml cultures were then centrifuged at 5,000 × *g* for 30 min twice to pellet whole cells. The supernatant was then transferred to ultra-centrifuge tubes and centrifuged at 42, 000 rpm for 90 min. This pellet contained sheared filaments and was subsequently resuspended in 100 μl of the supernatant. The samples were stored at 4°C.

### Messenger RNA sequencing

*Oxyplasma meridianum* M1 and *C. divulgatum* S5 were sampled at mid-exponential (day 3 of cultivation), as well as early stationary (day 5) growth phases for light microscopy and RNA extraction. RNA was extracted using PureLink RNA Mini kit, and concentrations were measured by Qubit RNA BR Assay Kit (Invitrogen, ThermoFisher Scientific, Paisley, UK). mRNA sequencing was done using a NovoSeq 6000 System (Illumina) with 150 PE sequencing at Biomarker Technologies (BMK) GmbH (Münster, Germany), alongside bioinformatics analysis. RNA sequencing data are deposited to Gene Expression Omnibus (GEO) at NCBI under accession numbers GSE246948 for *C. divulgatum* and GSE246949 for *O. meridianum*.

### Negative stain transmission electron microscopy

Five-microlitre suspensions of *O. meridianum* and *C. divulgatum* cells were applied to freshly glow-discharged 300 mesh carbon-coated copper grids (Plano GmbH, Wetzlar, Germany), which were then incubated for 30 s. Excess liquid sample was removed via blotting and grids were washed once with 3 μl water. This was repeated three times. The grids were then stained with 2% uranyl acetate. A 120 kV Tecnai Spirit microscope (Themo Fisher Scientific), equipped with a OneView CMOS detector (Gatan), was used to image the samples. No gold fiducials were used in the sample preparation.

### Electron cryo-tomography

Tomograms were recorded using a Titan Krios TEM (Thermo Fisher Scientific) operated at 300 kV. The Krios was equipped with an energy filter and Gatan K3 direct electron detector (Gatan Inc., Pleasanton, USA), running in counting mode. Tilt series were collected in a dose-symmetric fashion, using the EPU software (Thermo Fisher Scientific). A tilt range of max. −60° to +60° and increments of 3° were applied. The magnification was set to 40,000×, resulting in a final pixel size of ~4.6 Å. A defocus of 6–8 μm was applied. Tilt series were recorded in dose-fractionation mode at a dose rate of 10–12 e^−^ per pixel per second, six fractions per tilt, and with a total dose of 120 e^−^/Å^−2^. Motion correction and CTF estimation of movies were performed using Warp [39]. Tilt series were aligned in AreTomo 2.0 [40], and returned to Warp, where CTF-corrected and deconvolved tomograms were reconstructed. Tomograms were displayed as solid surfaces in ChimeraX 1.9 [41] and coloured by radius with the cell’s centre as origin, using the surface colour function in ChimeraX.

### Cryo-EM sample preparation and data collection

3 μl suspensions of *O. meridianum* and *C. divulgatum* filaments were pipetted onto glow-discharged 300 mesh copper R2/2 Quantifoil grids. 597 Whatman filter papers were used to blot the grids for 5 s, combined with a blot force of −1, at 95% relative humidity, and 21°C. Plunge freezing into liquid ethane was performed using a Mark IV Vitrobot (Thermo Fisher Scientific). The grids were then screened using a 120 kV FEI Tecnai Spirit EM, combined with a OneView CMOS detector (Gatan).

For high-resolution image data collection, a 200 kV Talos Arctica electron microscope (Thermo Fisher Scientific), combined with a Gatan K2 Summit electron detector (Gatan), operating in counting mode was used. Data were collected at a calibrated magnification of ×130,000 (relating to a pixel size value of 1.05 Å). The EPU software package (Thermo Fisher Scientific) was used to control the camera. Movies were recorded at a dosage of 10.6 e^−^/Å^2^s at 50 fractions per 5 s exposure, with an accumulated total dose of 53 e^−^/Å^2^, and a set defocus range of −0.8 to −2 μm, using 0.4 μm steps. Cryo-EM statistics are shown in Supplementary Table 1.

### Single particle image processing

The cryoSPARC [42] full-frame motion correction package was used to align the frames of 4,130 movies for *O. meridianum* and 3,159 movies for *C. divulgatum*. Defocus variation was then estimated for both datasets, using the cryoSPARC patch CTF estimation programme [42]. The native picker within cryoSPARC [42] was used to manually pick filaments for both datasets. These templates were then implemented into the Filament Tracer programme, which successfully traced filaments for both datasets. From here, iterative rounds of 2D classification were performed for each dataset to select high-quality particles.

A total of 1,229,751 and 645,543 helical segments were selected for *O. meridianum* and *C. divulgatum*, respectively. These were then subjected to non-biased 3D refinement, from which initial helical parameters were deduced (~5 Å rise and ~105° twist). Through helical symmetry search, the helical parameters were then refined to 5.65 Å rise and 107.992° twist for the *O. meridianum* archaellum, and 5.18 Å rise and 106.047° twist for the *C. divulgatum* filament. Global and local CTF refinements, as well as reference-based motion correction were carried out before final helical refinement jobs, ultimately leading to global resolutions of 2.5 Å and 2.6 Å for *O. meridianum* and *C. divulgatum,* respectively. These resolutions were estimated using Fourier shell correlation between two independently refined half sets, using the gold-standard value of 0.143. Local resolutions were calculated within cryoSPARC [42] and maps were visualized in ChimeraX [41].

### Atomic model building and validation

ModelAngelo [43] was used to generate initial atomic models. The sequences of the resulting (incomplete) models were then used for genome-wide searches. Based on sequence length, glycosylation sequon locations and large residue positions, the subunit proteins were identified as OXI_ME_000412 for *O. meridianum* and CSP5_RS05915 for *C. divulgatum*. These findings were further corroborated through AlphaFold2 [44]. Manual initial model building was performed in Coot [45], before MOLREP [46] was used for phased molecular replacement, and to position the remaining monomers into the density. CCP4 [47] was used to refine the built chains. Coot was used to model the glycan structures from *T. acidophilum* [48], with the unusual sugar dictionary being prepared using the JLIGAND [49]. The final structure was refined using REFMAC5 via the ccpem interface [50, 51].

### Sequence analysis and structural prediction

The major pilin sequences of both filaments were loaded into SyntTax [52] to search for homologous sequences amongst other *Thermoplasmatales* species. The only two results found for *O. meridianum* were then compared against each other using Clustal Omega [53]. The Kyoto Encyclopedia of Genes and Genomes (KEGG) database [54] was employed to locate the operons in the various homologous species described. FlaFind [16] and SignalP6.0 [55] servers were used to predict signal sequences.

### Motility assays in semisolid gelrite plates

Motility plates were prepared using the modified Medium 88 at pH 1–1.5, supplemented with 0.06% betaine, Kao and Michayluk vitamin solution (1:100), beef extract and tryptone (0.0025% each), and 0.25% gelrite (Carl Roth, Karlsruhe, Germany). The plates were incubated for 14 days at 40°C and 45°C in a humidity chamber and were documented on Days 4 and 14 using an Epson Perfection V800 scanner. The swimming area was calculated for each spot using Fiji [56], and the mean was graphically analysed for both days. The corresponding figures were prepared in Prism (GraphPad) and Adobe Illustrator.

### Swimming and twitching analysis by live microscopy

*Oxyplasma meridianum* cells were grown to the exponential stage (OD_600_ 0.4–0.5). Subsequently, cells were diluted in prewarmed media and transferred to a 0.17 mm Delta T dish (Bioptechs). For imaging, a phase contrast Axio Observer Z1, Zeiss microscope equipped with a Plan-Apochromat 100× 1.40 Oil PH3 M27 objective (NA: 1.4), and a temperature-controlled chamber was used. Swimming cells were observed at 40°C or 55°C. For the imaging at 55°C, cells were incubated at that temperature for 1 h, after reaching an exponential phase OD_600_ at 40°C. Time-lapse movies of 30 s to 1 min were acquired, recording continuously on streamer mode, and were subsequently processed with the Zen software.

Twitching motility was analysed for *C. divulgatum* at two different OD_600_ values (0.3 and 0.5), using the controlled temperature VAHeat device (Interherence GmbH, Germany) heated to 40°C, and Axio Observer Z1 Zeiss microscope equipped with Plan-Apochromat 100× 1.40 Oil DIC M27 objective (NA: 1.4). Movies were recorded at 1 frame/s for 5 min. Analysis of twitching was done in Fiji [56], using the trainable Weka detector [57]. A movie with 20 frames and 600 × 600 pixels was used to train the detector to select cells in focus (attached to the surface). The model was employed in TrackMate7 [58] to track the cells. After defining the threshold for cell radius, shape index, and track length, the tracks were refined by visual inspection and manual pruning.

## Results

### *C. divulgatum* and *O. meridianum* display an unordered protein shell instead of an S-layer

Cryo-tomograms of *O. meridianum* and *C. divulgatum* grown to mid-exponential phase revealed that the cells were mainly coccoid in shape. Cell diameters varied from 700 to 1000 nm for *C. divulgatum,* and 800 nm to 1500 nm for *O. meridianum*. The cells displayed an average *z*-dimension (thickness) of 290.1 nm (stdev 60.9 nm) for *C. divulgatum* and 243.7 nm (stdev 69.1 nm) for *O. meridianum.* This reduced *z*-dimension is likely due to the cells being “squeezed” by surface tension forces in the vitreous suspension that arise during the blotting step of cryoEM sample preparation. This can lead to an artificial expansion of the *x*/*y* dimensions, suggesting that the true diameter of the roughly spherical cells would be significantly smaller. High-pressure freezing followed by Scanning Transmission Electron Microscopy (STEM) or Focused Ion Beam Scanning Electron Microscopy (FIB-SEM) would be required to obtain closer to native measurements of the cell morphology. Nevertheless, we did not observe a para-crystalline S-layer that typically surrounds other archaea, such as *P*.* furiosus* [59]*, H*.* volcanii* [60]*, or Sulfolobus* species [61]*,* thus confirming previous morphological studies [35, 36]. Accordingly, genome-wide searches did not uncover any S-layer-like genes in either *C. divulgatum* or *O. meridianum*. Instead, we observed a dense, ~20 nm-thick layer of proteins on the outer surface of the cell membrane of both species, which did not appear to form a regular lattice (Fig. 1b and e). We will henceforth refer to this layer as the exterior protein layer (EPL). In addition, the tomograms revealed that both species extended long, undulating surface filaments (Fig. 1).

**Figure 1:**
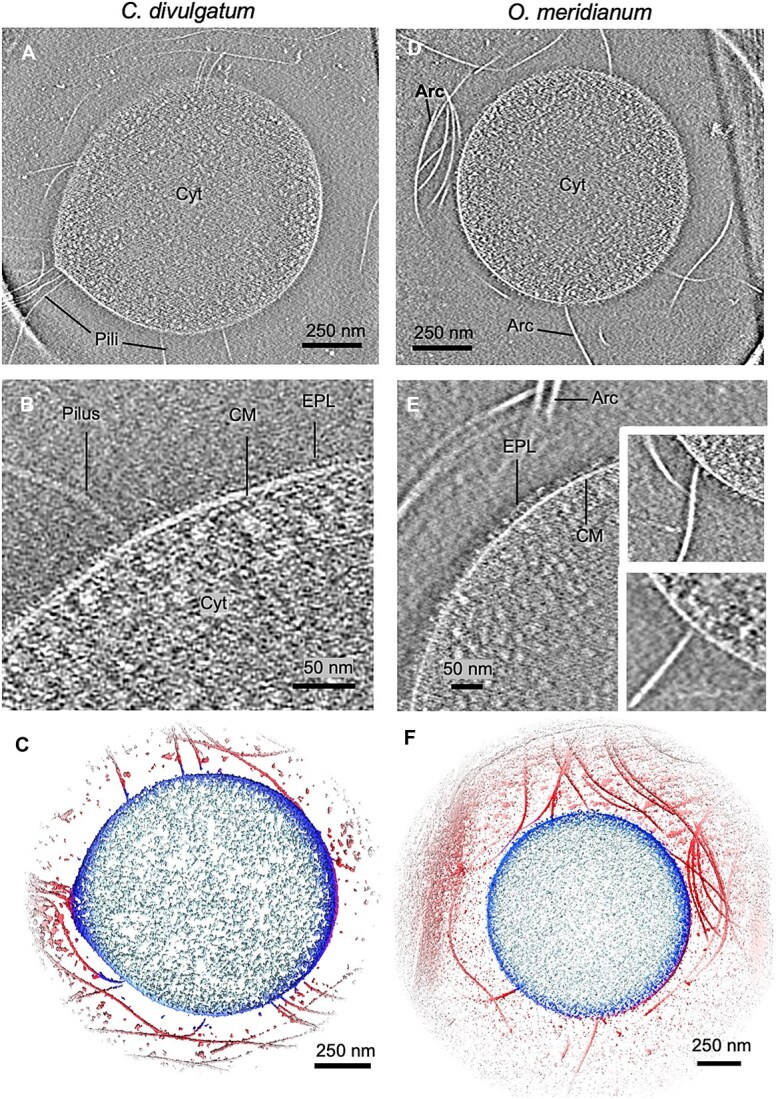
Cell morphology of *C. divulgatum* and *O. meridianum.* (A, D) Tomographic slices of *C. divulgatum* (A), *O. meridianum* cells (D), and closeups of the cell surface (B, E). CM, cell membrane; EPL, exterior protein layer; Cyt, cytosol; Arc, archaellum. Insets in (E) show attachment points for archaella in the cell surface of *O. meridianum.* (C, F). Coloured isosurfaces showing *C. divulgatum* (C) and *O. meridianum* (F) cells in 3D. Light blue, cytoplasm; dark blue, membrane; red, filaments and other extracellular densities.

### *O. meridianum* and *C. divulgatum* possess different types of filaments

Culture samples collected at mid-log phase and early stationary phase investigated by negative stain EM revealed that the surface filaments of *C. divulgatum* and *O. meridianum* have distinct features (Supplementary Fig. 1–3). *Cuniculiplasma divulgatum* generates large quantities of filaments measuring ∼10 nm in diameter (Supplementary Figs 1 and 2). The filament appears to be highly flexible, reminiscent of archaeal adhesive pili (Aap) found in *Sulfolobales* species [12, 13]. In contrast to Aap, the *C. divulgatum* filaments showed clear hook-like structures at their cell-distal termini. Each hook appeared to have a smaller diameter than the main filament and emerged from it in an obtuse angle (Supplementary Fig. 2D). *Oxyplasma meridianum* produces several filaments with 13 nm diameter per cell (Supplementary Fig. 1). These filaments measure a few micrometres in length, undulate in a superhelical fashion, and have rather blunt ends (Supplementary Fig. 3), akin to archaella [25, 62, 63].

### High-resolution cryoEM of the *C. divulgatum* and *O. meridianum* filaments

To unambiguously identify the distinct filaments from *C. divulgatum* and *O. meridianum* and gain insights into their structure, we grew cell cultures of both species to early stationary phase. We then harvested the filaments by differential centrifugation, recorded cryoEM data using a 200 kV Talos Arctica microscope, and reconstructed the structures of the filaments using the CryoSPARC software package [42] (Supplementary Table 1). After cleaning the dataset by iterative 2D classifications, the Helix Refine programme was employed to generate nonbiased 3D reconstructions for both filaments without applying helical parameters [42]. In those maps, filament monomers were resolved, and helical parameters could be deduced in real space as published previously [12, 14].

The helical parameters were determined as ~5 Å rise and ~105° twist, in line with previously investigated archaella and Aap [59, 64, 65]. Based on these initial parameters, we performed helical symmetry searches that suggested refined symmetry operators (−5.18 Å rise and 106.047° twist for *C. divulgatum*, and 5.65 Å rise and 107.992° for *O. meridianum*). Applying these values resulted in maps with global resolutions of 2.8 and 2.6 Å, respectively. The resolution values further improved to 2.6 and 2.5 Å through local CTF refinement and polishing (Supplementary Table 1). Local resolution estimation revealed a resolution of 2.3–2.4 Å at the core and 3.3 Å–3.4 Å at the periphery of both filaments (Supplementary Fig. 4). The final cryoEM maps exhibited key features of T4P-like filaments [12, 59, 62, 64, 66], with a central ⍺-helical core, and an outer sheath composed of β-strand-rich globular domains (Fig. 2a–c and h–j).

**Figure 2:**
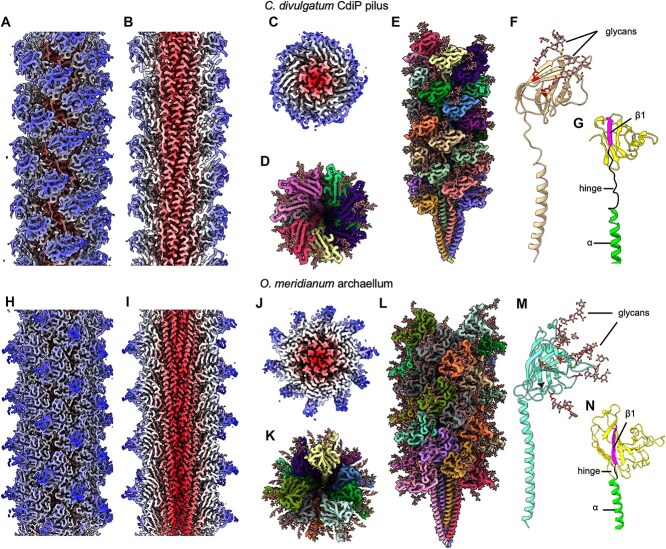
Structures of the *C. divulgatum* pilus and the *O. meridianum* archaellum. (A–C) cryoEM map of the *C. divulgatum* pilus in side view (A), cross section (B), and end-on view (C). The map is colored by radius (core ⍺-helices in red and peripheral globular β-strand rich domains in white and blue). (D, E) atomic model of the pilus in end-on (D) and side view (E), colored by subunit. The protein backbone is shown in liquorice and glycans in stick representation. (F) atomic model of a single *C. divulgatum* pilin. Protein is shown as ribbons and glycans as sticks, colored by element. (G) pilin colored by domain. N-terminal ⍺-helix is green, hinge is black, β1 is pink, and head is yellow. For simplicity, glycans were omitted. (H–J) cryoEM map of the *O. meridianum* archaellum in side view (H), cross section (I), and end-on view (J). The map is colored by radius (core ⍺-helices in red and peripheral globular β-strand rich domains in white and blue). (K, L) atomic model of the archaellum in end-on (K) and side view (L), colored by subunit. The protein backbone is in liquorice and glycans in stick representation, coloured by element. (M) Atomic model of a single *O. meridianum* archaellin. Protein is shown as ribbons and glycan as sticks, colored by element. (N) archaellin colored by domain with glycans omitted for simplicity. The N-terminal ⍺-helix is green, the hinge is black, β1 is pink, and the head is colored yellow.

### Filament identification

After obtaining high-resolution maps of both filaments by cryoEM, we used ModelAngelo [43] to automatically build atomic models and thus identify the sequences of their constituting subunits. Although the resulting models were incomplete, they both contained sufficient information to blast the sequences against the known genomes of *C. divulgatum* and *O. meridianum.* The locations of glycosylation sites in our density map, the predicted gene length, as well as key residues predicted by ModelAngelo [43], allowed for an unambiguous identification of the corresponding genes (Supplementary Fig. 5).

The subunit for the *C. divulgatum* was identified as CSP5_RS05915 (Supplementary Fig. 6A). mRNA sequencing (RNAseq) showed that this gene is highly transcribed (Fig. 3A) and resides in a gene cluster similar to that encoding the Aap machinery in *Sulfolobales* [12] (Fig. 3A; Supplementary Fig. 6A and B). 

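Messenger RNA of *C. divulgatum* S5 was sequenced from 3 cultures in mid-exponential phase (day 3) and from 3 cultures in early stationary phase (day 5). Each phase is 1 deposited sample with 3 columns of values, taken as 3 cultures because the paper states growth in triplicates. The 50 ml cultures were kept at 40°C and pH 1.0, with a flask volume of 250 ml in the paper and of 500 ml in the sample labels. The libraries were sequenced with paired ends by a company, which also carried out the bioinformatics. The aligner, the read counter, the genome build and the use of strand in counting are not given in the sources used here. The authors deposited 1 normalized read count, a signal that is never negative, for each of 2097 loci in each of the 6 libraries. Of these loci, 1914 carry CSP5 locus tags, 148 are listed as sRNA and 35 are newly predicted loci. In every library, 100% of the values were whole multiples of 1 step (tolerance 1e-06 of a read), so that the reads behind each value were recovered. The steps were those of DESeq2's median-of-ratios size factors over the 6 libraries together, and the values were not divided by gene length. Recovered reads on loci numbered between 11902663 and 13067626 per mid-exponential library, with a median of 12344328. In early stationary phase they numbered between 7871026 and 10046388 per library, with a median of 8552696. All pairs of libraries of the same phase differed by more than the sampling noise, with a chi-square per degree of freedom across loci of at least 20.1, which does not show whether the cultures were grown apart. Growth phases were compared with limma, with a trend of the variance on the mean, on log2(value + 0.1). The comparison covered the 2025 loci above 0 in at least 3 of the 6 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Changes are given as early stationary minus mid-exponential phase, on the log2(value + 0.1) scale, which understates the change of loci with few reads. To compare genes with each other, values were divided by the coding length in the RefSeq annotation of assembly ASM90008351v1, to which 1911 loci were matched by locus tag.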

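CdiPB, listed as CSP5_RS05915, took between 3.10% and 4.03% of the reads on loci in the 3 mid-exponential libraries. In the 3 early stationary libraries its share lay between 1.19% and 1.41%, below every mid-exponential library. These shares rested on 111301 to 504972 recovered reads per library.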

The *O. meridianum* filament subunit gene (OXIME-000412) showed similarly high expression levels (Fig. 3B) and is encoded in a gene cluster typical for archaella found in species of the phylum *Methanobacteriota* (containing AlrC and ArlD homologues) (Supplementary Fig. 7A and B) [67]. Comparing our experimental structures with Alphafold2 [44], predictions resulted in close matches, further confirming the correct identification of the subunits (Supplementary Fig. 8). We will henceforth name the filament of *C. divulgatum* pilus (CdiP), and, by applying the same nomenclature system as for the genes of the homologous *S. acidocaldarius*, we will refer to its subunit pilin as CdiPB (Fig. 3A, Supplementary Fig. 6).

**Figure 3:**
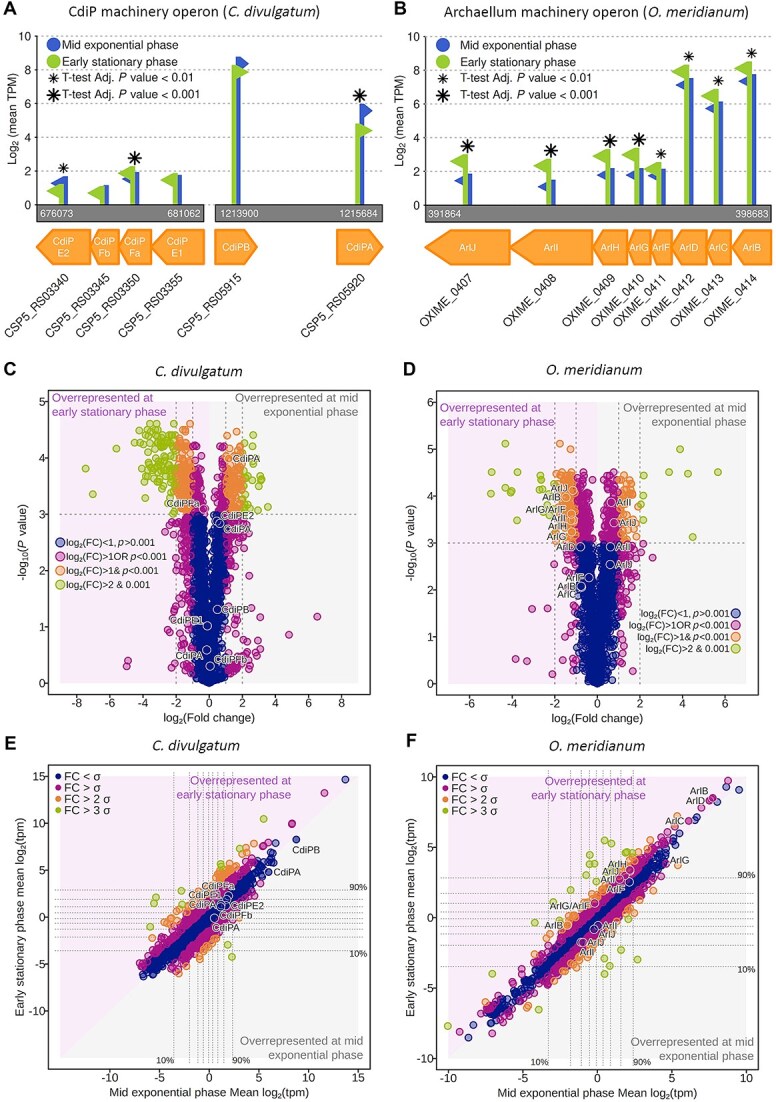
Transcriptomics for *C. divulgatum* and *O. meridianum* in mid exponential and early stationary growth phases. (A, B) mRNAseq data for the *C. divulgatum* CdiP pilus machinery (A) and *O. meridianum* archaellum machinery (B) operons. Genes are depicted in orange; blue indicates expression levels at mid exponential phase, and green indicates expression at early stationary phase. (C, D) Volcano plots showing differential mRNA expression of key genes in *C. divulgatum* (C) and *O. meridianum* (D) in mid-exponential and early stationary growth phases**.** The plots show the log2 (fold change) (FC) difference between mid-exponential and stationary phase, and *t*-test *P*-values corresponding to each locus. Difference is colour coded according to the log2 (fold change) difference (<1-, >1-, or 2-fold and >2- or 4-fold) of the *P*-value (> or < to 0.001). OXIME_000405–000412 refer to the *O. meridianum* archaellum operon genes *arlJ*, *arlI*, *arlH*, *arlG*, *arlF*, *arlD*, *arlC*, and *arlB*. (E, F) Transcript abundance based on transcripts per million (tpm) of each locus for *C. divulgatum* (E) and *O. meridianum* (F), comparing mid-exponential and early stationary growth phases. Colours are based on the difference between each locus log2 (fold change), as well as the standard deviation among all log2 (fold change) of all loci. Dotted lines represent the loci accumulation at each 10 percentile. Labels in both graphics correspond to the locus tag of surface-related protein.

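Of the 2025 loci tested between the growth phases, 1467 (72.4%) were past the threshold, 718 of them higher and 749 lower in early stationary phase (limma with Benjamini-Hochberg adjustment). With the limits drawn in Fig. 3C, an absolute log2 change over 1 and an unadjusted p under 0.001, 574 loci passed, 281 higher and 293 lower. Among coding genes, 1446 of 1875 were past the threshold of limma's test, 703 higher and 743 lower. Among sRNA and newly predicted loci it was 21 of 149, and 74 of 149 without mid-exponential replicate 1. At 1564 tested loci (77.2%) all 3 values of one phase lay above all 3 values of the other, where chance gives 10%. On the recovered reads, edgeR's quasi-likelihood test called 1453 of 1955 loci, of which 1423 were also called by limma. DESeq2's Wald test called 1450 of 1972 loci, with 1430 shared. The 3 loci with the most reads took between 19.9% and 25.5% of the reads in the mid-exponential libraries and between 27.2% and 38.3% in the early stationary libraries. The division into higher and lower loci depended on the scaling. Scaling by the median of ratios holds the median change near 0, so that the near-even division of the deposited values is built in. With the 5 highest loci (sRNA0091, CSP5_RS03160, CSP5_RS01265, CSP5_RS05915 and CSP5_RS05025) left out and the other loci scaled to equal totals, 340 loci were higher and 1231 lower. The median log2 change of coding genes then moved from −0.01 to −0.63. With all loci kept and every library scaled to the same total, 238 loci were higher and 1329 lower, and the median was −0.86. This last scaling and the tests on recovered reads were chosen after seeing the data. Changes of single genes below are on the deposited scaling and stand relative to these shifts.

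**Figure D1:**
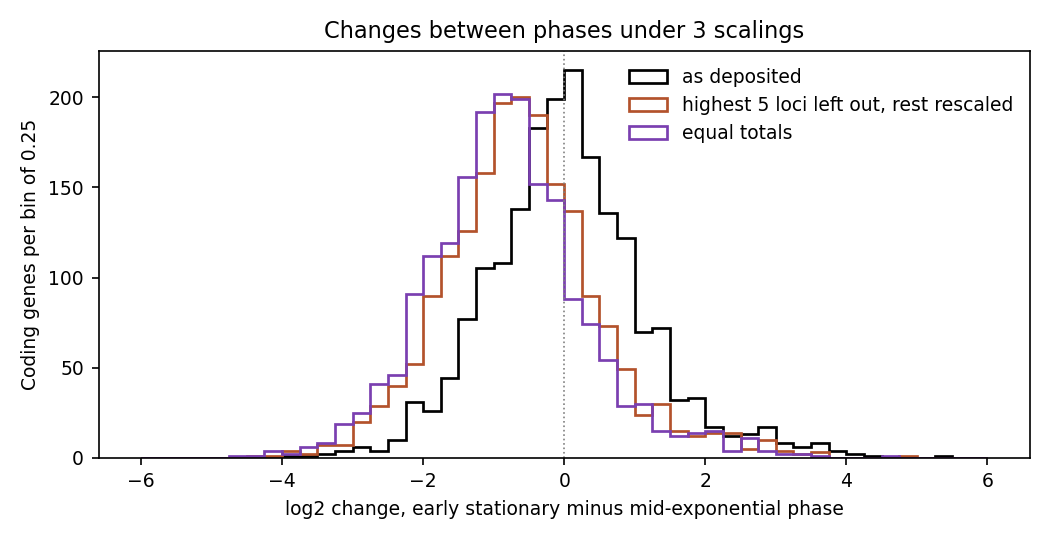
Log2 changes of coding genes between the growth phases (horizontal axis, early stationary minus mid-exponential phase) under 3 scalings, with the number of coding genes per bin on the vertical axis. The curves for the alternative scalings lie to the left of the curve for the values as deposited, with medians of −0.63 and −0.86 against −0.01.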

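Across coding genes with a mean of at least 50 reads, the log2 values of libraries of the same phase correlated with Pearson's r between 0.989 and 0.999 in mid-exponential phase and with r = 0.997 for each pair in early stationary phase. Across all loci with such a mean, coding or not, r was 0.898 and 0.888 for mid-exponential replicate 1 with replicates 2 and 3, against 0.998 between the latter, and at least 0.994 in early stationary phase. These correlations are across genes, which are not independent replicates. Between 60 and 75 loci had no reads in a mid-exponential library and between 81 and 85 in an early stationary library, and 48 loci had none in any library. A count of 0 allows up to 3 reads by counting error alone, so that these loci are not shown to be silent. The values here are normalized read counts, not TPM. By phase mean, 8 of the 10 highest loci were the same in both phases. The highest mean in both was that of sRNA0091, although CSP5_RS03160 lay above it in mid-exponential replicate 2 and early stationary replicate 1. CSP5_RS03160 had 721557 ± 213425 normalized reads (SD, n = 3) in mid-exponential and 1958310 ± 624152 (SD, n = 3) in early stationary phase. Its log2 change was 1.43 (standard error 0.335, adjusted p = 0.00691 from limma). The call of CSP5_RS03160 was lost without the filter on low values and with equal totals, where its log2 change was 0.58. CSP5_RS01265 had 241208 ± 55950 normalized reads (SD, n = 3) in mid-exponential and 678260 ± 120842 (SD, n = 3) in early stationary phase, with a log2 change of 1.50. Log2 changes past the threshold were also found for CSP5_RS01590 (1.00), CSP5_RS05025 (1.83), CSP5_RS08160 (1.05) and CSP5_RS03740 (1.85), among the 10 highest loci in both phases. With equal totals, CSP5_RS01590 and CSP5_RS08160 stayed positive, at 0.15 and 0.20, but were not past the threshold. CSP5_RS02960 and CSP5_RS07505 were among the 10 highest only in early stationary phase, with log2 changes of 1.99 and 2.00. Only in mid-exponential phase did the 10 highest include CSP5_RS00805 and CSP5_RS09605, whose log2 changes of 0.55 and −0.11 were not past the threshold (adjusted p = 0.0912 and 0.231 from limma). Without mid-exponential replicate 1, both were past it, at 0.84 and −0.17, while CSP5_RS00805 turned to −0.07 with the 5 highest loci left out and to −0.29 with equal totals, and CSP5_RS09605 was called under both, at −0.73 and −0.96. CSP5_RS00805 was also past the threshold when sRNA and newly predicted loci were left out.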

RNAseq data of *C. divulgatum* indicated that CdiPB is the most expressed gene of the operon (Fig. 3A) and indeed in the entire cell, which is consistent with the large number of pili observed (Supplementary Fig. 1C and D). 

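Divided by coding length, CdiPB had 752 ± 111 normalized reads per base (SD, n = 3) in mid-exponential phase and ranked 2 among 1911 coding genes, with ranks of 2, 3 and 2 in the single libraries. In early stationary phase it had 480 ± 18.8 (SD, n = 3) and ranked 5, also in each of the 3 libraries. The only gene above it in all 3 mid-exponential libraries was CSP5_RS01265, at 1256 ± 291 normalized reads per base (SD, n = 3). In all 3 early stationary libraries the genes above it were CSP5_RS01265 (3533 ± 629 normalized reads per base), CSP5_RS03160 (1798 ± 573), CSP5_RS07505 (792 ± 40.3) and CSP5_RS08160 (668 ± 33.3), each as mean ± SD of 3 libraries. CSP5_RS01265 is 192 bp long, overlaps CSP5_RS01260 by 76 bp and lies 59 bp from the RNase P RNA gene, and its reads could not be separated from those of its neighbours. The 46 tRNA genes, the 3 rRNA genes and the genes of RNase P RNA and SRP RNA of the annotation were not among the loci counted. Within the CdiP genes, CdiPB was the highest in every library, and the 4 machinery genes lay between 0.443% and 1.02% of its value in mid-exponential phase and between 0.604% and 1.40% in early stationary phase. Not divided by length and among all 2097 loci, CdiPB ranked 3 in mid-exponential and 9 in early stationary phase. In mid-exponential phase only sRNA0091 and CSP5_RS03160 lay above it, so that the move there came from counting an sRNA locus. In early stationary phase sRNA0091 was also among the loci above it. With CdiPB taken at 441 bp, an alternative chosen after seeing the data, it also ranked 3 in mid-exponential phase. The paper states that CdiPB is the most expressed gene of the operon and of the entire cell, and relates this level to the large number of pili it observed (Supplementary Fig. 1C and D).

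**Figure D2:**
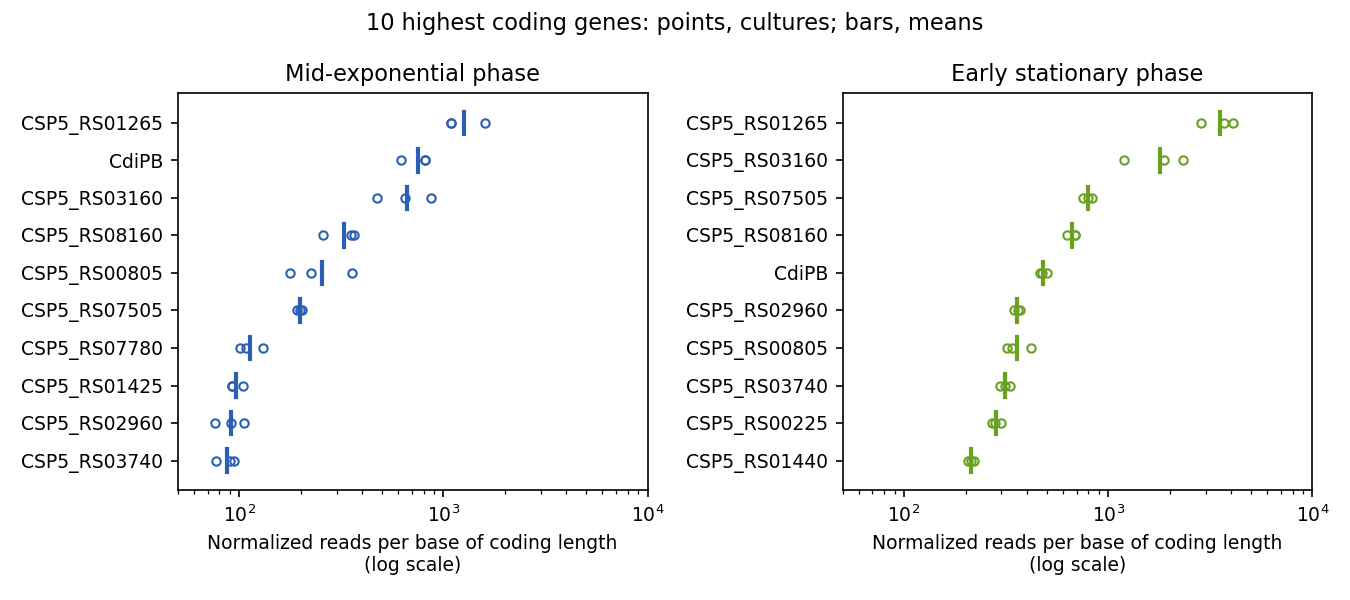
Normalized reads per base of coding length (horizontal axes, log scale) of the 10 highest coding genes in mid-exponential phase (left) and early stationary phase (right), with 1 point per culture and a bar at the mean of 3 cultures. CdiPB stands at rank 2 on the left, at 752, and at rank 5 on the right, at 480.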

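CdiPA (CSP5_RS05920), the predicted pilin gene next to CdiPB, had 86.7 ± 0.448 normalized reads per base of coding length (SD, n = 3) in mid-exponential phase and 34.9 ± 1.08 (SD, n = 3) in early stationary phase. It ranked 11 and 53 among the coding genes of these phases. Its value was 11.5% ± 1.96 of that of CdiPB (SD, n = 3) in mid-exponential phase and 7.28% ± 0.503 (SD, n = 3) in early stationary phase. In single libraries, CdiPB exceeded CdiPA between 7.15-fold and 9.44-fold in mid-exponential phase and between 13.0-fold and 14.9-fold in early stationary phase. The log2 ratio of CdiPA to CdiPB was lower in early stationary phase by a difference of −0.67 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 cultures against 3 allow). The ratio moved most with CdiPB taken at 441 bp, the length of the sequence printed in the paper, in place of the 381 bp of RefSeq, to 13.4% and 8.43%, an alternative chosen after seeing the data.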

Another predicted pilin that is encoded adjacent to CdiPB is expressed at far lower levels (Fig. 3A, C, E). Alphafold2 [44], predictions of the gene product of CdiPA resulted in a structure incompatible with our cryoEM map of the pilus (Supplementary Fig. 8C). Similar to AapA of *S. acidocaldarius*, CdiPA may thus function as a minor pilin—perhaps as a part of the assembly machinery.

The subunit for the *O. meridianum* filament was identified as OXIME_000412 (Fig. 2K–N). No other archaellin candidates were found in the operon (Fig. 3B, Supplementary Fig. 7). This ruled out a mixed population of subunits in the archaellum, as seen in Methanocaldococcus villosus [62]. In accordance with the nomenclature for archaellins of the phylum *Methanobacteriota*, we will name the archaellin ArlB and, consequently, the archaellum machinery proteins encoded in the operon ArlC, D, F, G, H, I, and J (Fig. 3D, Supplementary Fig. 7).

### Structure of the CdiP pilus

Archaeal and bacterial T4P-like filaments have a common ancestry [15, 19] and thus overall similar structures. Whereas the N-terminal ⍺-helices are highly conserved, the globular C-terminal domains vary to adopt different surface properties. This likely adapts species to their unique ecological niches. CdiPB abides by this T4P blueprint [68, 69] (Figs 2F and G and 4B). The protein is 135 residues long and folds into an N-terminal α-helical tail, followed by a globular head. The first 11 amino acids of the genome-encoded sequence are missing in the mature protein. The FlaFind server [16], determined a class-III peptidase cleavage site between residues 11 and 12, indicating that the first 11 residues are proteolytically removed during the maturation of the protein, as is typical for Type-IV pilins The head domain is composed of six β-strands that fold into two β-sheets but unusually also contains three short α-helices (α2, α3, and α4; Fig. 4B). In addition, CdiPB contains a comparatively long linker region of 12 amino acids between the head and the tail of the protein (G38 to A50; Figs 2G and 4B and E).

**Figure 4:**
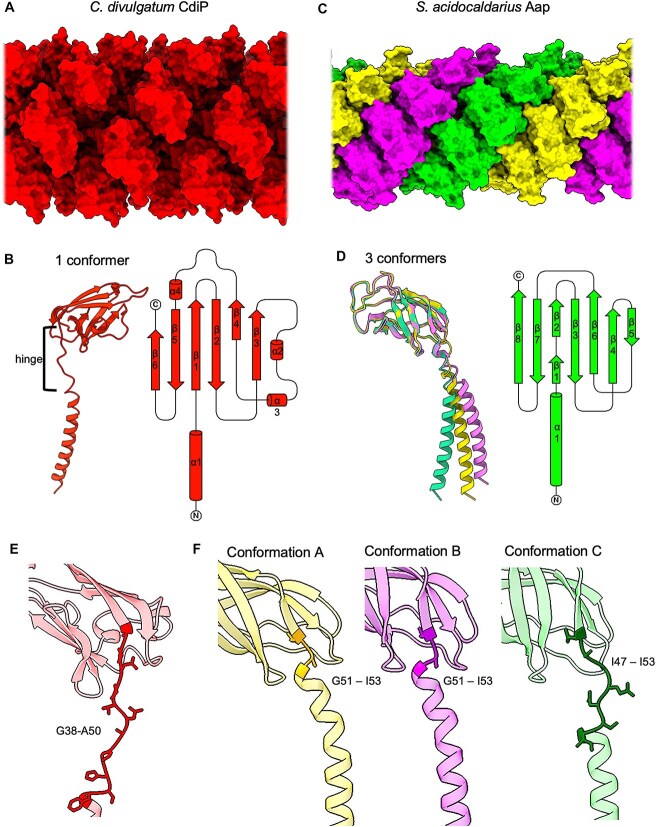
Comparison between CdiP and Aap pili. (A) Structure of the CdiP pilus in surface representation. The pilus consists of the pilin CdiPB, which is shown in ribbon representation in (B, left) and as a fold diagram (B, right). (C) Structure of the *S. *a*cidocaldarius* Aap (PDB-8Q30 [12]) in surface representation. The filament (C) consists of AapB (D), which adopts three conformations (yellow, magenta, green). In D, AapB is shown in ribbon representation (left) and as a fold diagram (right). The relative positions of the three conformations within the Aap pilus are shown in C. In contrast, CdiPB does not adopt three distinct conformations in the pilus (A, B). In contrast to AapB, the head domain of CdiPB includes additional ⍺-helices (⍺2, ⍺3, ⍺4), as well as a loop between β4 and ⍺4 (B, D). CpdB (E) and AapB (F) have different hinge regions between their N-terminal tails and C-terminal heads. (E) CdiPB has one particularly long hinge, which reaches from G38 to A50. (F) In contrast, the hinge in AapA changes, dependent on its conformation. Conformations A and B show short hinges, including residues G51 – I53. Conformation C has a larger hinge, spanning between residues I47 – I53.

We showed previously that the Aap of *S. acidocaldarius* has a complex tri-helical superstructure (Fig. 4C) [12]. In each of its three component helices, AapB adopts a unique conformation, distinguished by the angle between the head and the tail domain, as well as the structure of the hinge (Fig. 4D and F) [12, 13]. Such a three-conformer architecture is not evident in the CdiP pilus (Fig. 4A, B, E).

When building the atomic model for CdiPB, we identified two N-linked glycans for each subunit, originating from conserved NXS/T sequons (N64 and N106; Fig. 2F, Supplementary Fig. 9A–C) [14, 59, 62]. As the exact glycan structure of *C. divulgatum* is not known, we modelled the glycan of the closely related *T*.* acidophilum* [48], to visualize the distribution of the glycans over the filaments. The densities for the two glycosylation sites were well resolved, allowing the assignment of six and five sugars for N64 and N106, respectively (Supplementary Fig. 9A and B). The connectivity and chirality of the *T. acidophilum* sugars matched the observed density in CdiPB well. Therefore, the glycans were modelled and glycan dictionaries generated for the uncommon sugars components [D-glycero-D-galacto-heptose (Hep) and 6-deoxy-6-C-sulfo-D-galactose (Fuc6S)] (Supplementary Fig. 9A and B).

### Structure of the *O. meridianum* archaellum

The ArlB of *O. meridianum* is largely a typical archaellin, consisting of an N-terminal α-helical tail and a globular head domain (Fig. 2M and N). The *O. meridianum* pre-archaellin ArlB has a length of 254 AA, of which the 26 most N-terminal residues form the leader peptide. This leader sequence is unusually long compared to archaellins of other archaeal species (11 for *S. acidocaldarius* and 5 for *P. furiosus*).

The *O. meridianum* archaellum appears to be the widest of all so far structurally investigated archaella (130 Å, compared to, e.g. 105 Å for *M. villosus* [62] and 90 Å for *M. hungatei* [66], (Fig. 5A and B). The additional width is due to a prominent spike-like subdomain (V126 – L153) in the *O. meridianum* ArlB protein, which is absent in other archaellins (Fig. 5A–D). This spike domain consists of a two-turn ⍺ helix and an extended loop of 22 amino acids, interrupted by a second short helix (Fig. 5D). In the assembled filament, these spikes give the archaellum a barbed surface profile.

**Figure 5:**
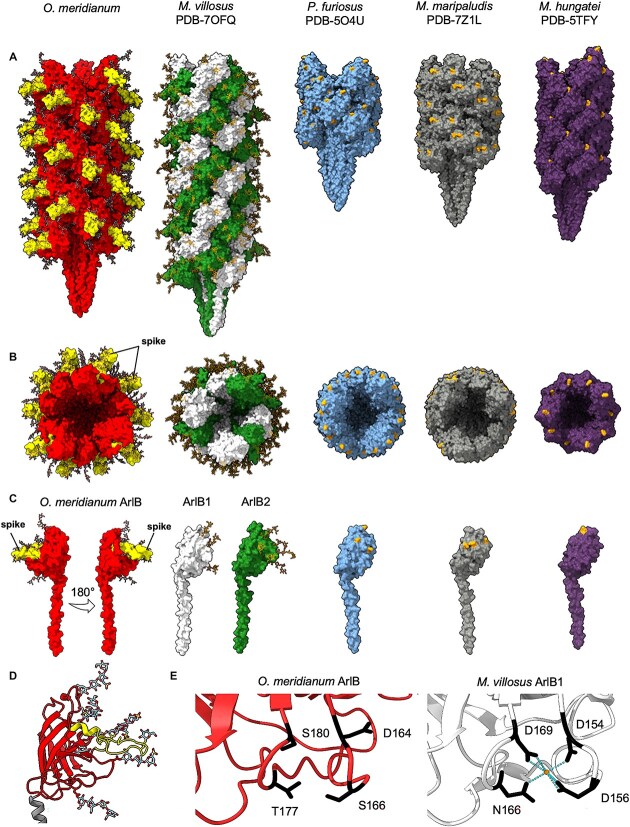
Structure of the *O. meridianum* archaellum in comparison with known archaella from *Methanobacteriati*. Structure of the *O. meridianum* archaellum compared to those of *Methanobacteriati* archaella in side (A) and end-on views (B). (C) The structures of the *O. meridianum* archaellin compared to those of the archaella from *Methanobacteriati* in (B) and (C). *O. meridianum* (red, with barbes in yellow), *M. *v*illosus* (white and green for ArlB1 and ArlB2, respectively; PDB-7OFQ [62]), *P. *f*uriosus* (blue; PDB-5O4U [59]), *M. *m*aripaludis* (grey; PDB-5Z1L [64]), and *M. *h*ungatei* (purple; 5TFY [66]). (D) Model of the *O. meridianum* archaellin ArlB, showing the α-helical N-terminal domain in grey, the globular head domain in red, and the barb domain in yellow. Glycans are shown in stick representation. (E) Metal ion coordination site in the *M. *v*illosus* archellin ArlB1 (white), compared to the same site in AlrB of *O. meridianum*. The *M. villosus* archaellin features a Ca^2+^ coordination site, which is absent in *O.meridianum.*

*Oxyplasma meridianum* ArlB boasts eight glycans (N62, N72, N91, N113, N121, N138, N150, N187; Figs 2M and 4D), making it the most heavily glycosylated archaeal filament protein known to date. As for the *C. divulgatum* pilus, we modelled the *T*.* acidophilum* glycan tree [48] into the corresponding densities, which fitted the data well (Supplementary Fig. 9D–F). Nine N-glycosylation sequons are present in total; however, N206 faces inside the β-sheet head and thus is likely inaccessible to posttranslational modification. Only two of the eight glycans are bound to the spike domain, suggesting that it has not evolved to serve as a dedicated glycosylation sub-domain, as seen in the archaellum of *S. acidocaldarius* [67].

Some archaella coordinate divalent ions (Ca^2+^ or Mg^2+^) in a conserved intramolecular coordination site consisting of aspartates, asparagine, and/or serine residues (D154, D156, D169, and N166 in the case of *M. villosus* ArlB1; Fig. 5E). Here, the coordinating metal ions have been implicated in increasing the stability of the archaellins [62, 64]. This does not appear to be the case for *O. meridianum* ArlB, where no metal ion was resolved. Indeed, the corresponding site does not contain a combination of amino acid residues that would be capable of coordinating ions (Fig. 5A).

### CdiP pilus machinery is distinct from that of Aap

We observed features in the CdiP machinery that distinguish it from previously characterized archaeal T4P, such as the twitching Aap pili of *S. acidocaldarius*. In general, the major and minor pilins AapB and AapA can either be encoded in the same gene cluster as the rest of the machinery or in a remote locus. In *H*.* volcanii,* it appears that even up to four distinct pilins, which are also located elsewhere in the genome, are assembled by the same ATPase and membrane platform (PilBC) complex [70]. Similarly, the *cdiPA* and *cdiPB* genes reside ~500 kbp away from the machinery operon, and 862 bp apart from each other (Fig. 3A). 

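In the RefSeq annotation of ASM90008351v1, all 6 CdiP genes lie on chromosome I. CdiPE2 (CSP5_RS03340) runs from 676073 to 677662, CdiPFb (CSP5_RS03345) from 677663 to 678517, CdiPFa (CSP5_RS03350) from 678514 to 679485, and CdiPE1 (CSP5_RS03355) from 679485 to 681062. This machinery stretch of 4990 bp has no gap between its genes, and CdiPFb and CdiPFa overlap by 4 bp and CdiPFa and CdiPE1 by 1 bp. CSP5_RS03335, the coding gene before CdiPE2, overlaps it by 10 bp, and a tRNA gene (CSP5_RS03360) lies 106 bp after CdiPE1. The pilin genes CdiPB, from 1213960 to 1214340, and CdiPA, from 1215262 to 1215684, are 532897 bp away from the machinery stretch. Between CdiPB and CdiPA lie 921 bp in this annotation, with 0 annotated genes. These ends and distances are those of RefSeq, in which CdiPB is shorter than the sequence printed in the paper.

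**Figure D3:**
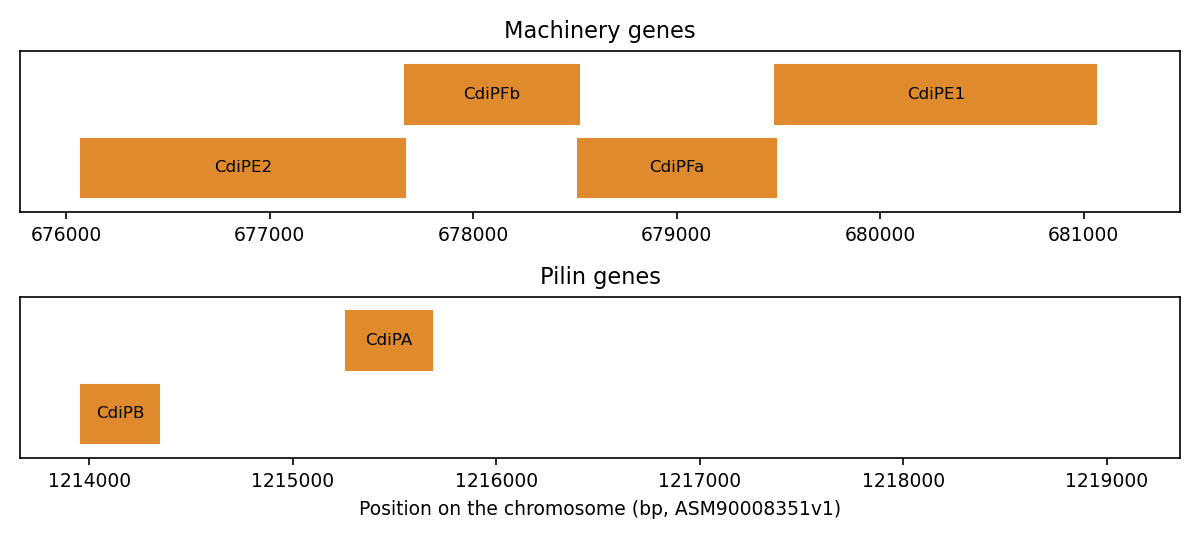
Positions of the 4 machinery genes (top) and the 2 pilin genes (bottom) on the chromosome in bp, each gene drawn to scale as a box from its start to its end, with other genes left out. The machinery genes adjoin or overlap, while a gap separates the pilin genes.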

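The pilin gene CdiPA had 36686 ± 189 normalized reads (SD, n = 3) in mid-exponential phase and 14778 ± 458 (SD, n = 3) in early stationary phase. Its log2 change was −1.31 (standard error 0.043, adjusted p = 5.4e-07 from limma). The pilin gene CdiPB had 286394 ± 42343 normalized reads (SD, n = 3) in mid-exponential phase and 182729 ± 7174 (SD, n = 3) in early stationary phase. Its log2 change was −0.64 (standard error 0.13, adjusted p = 0.00352 from limma). For both genes, all 3 mid-exponential cultures were above all 3 early stationary cultures (exact permutation test, two-sided, p = 0.1, the smallest p this design allows). With each culture left out in turn, the log2 change stayed between −1.33 and −1.29 for CdiPA and between −0.77 and −0.57 for CdiPB. The alternative that moved these changes most was the scaling to equal totals, with −2.16 for CdiPA and −1.49 for CdiPB.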

Our RNAseq data of cells grown to the mid-log phase and early stationary phase indicate that the pilins CdiPA and CdiPB are expressed at higher levels in the mid-log phase. However, there were no significant growth phase-dependent differences in the expression values of the remainder of the operon.

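Among the 4 machinery genes, 3 were past the threshold on the deposited scaling, and CdiPE1 was not. This threshold sets no limit on the size of a change, and none of the 4 passed the limits drawn in Fig. 3C on that scaling. CdiPE2 had 12186 ± 332 normalized reads (SD, n = 3) in mid-exponential phase and 7945 ± 223 (SD, n = 3) in early stationary phase. Its log2 change was −0.62 (standard error 0.043, adjusted p = 1.3e-05 from limma). CdiPFb went from 2850 ± 36.3 to 2475 ± 141 normalized reads (SD, n = 3 each), a log2 change of −0.21 (standard error 0.053, adjusted p = 0.0104 from limma). CdiPFa went from 5761 ± 228 to 6548 ± 51.6 normalized reads (SD, n = 3 each), a log2 change of 0.19 (standard error 0.043, adjusted p = 0.0063 from limma). CdiPE1 went from 9062 ± 137 to 8794 ± 381 normalized reads (SD, n = 3 each), a log2 change of −0.044 that was within the spread between cultures (standard error 0.045, adjusted p = 0.417 from limma). The values of the phases did not overlap for CdiPE2, CdiPFb and CdiPFa (exact permutation test, two-sided, p = 0.1, which 3 cultures against 3 cannot go below), while CdiPE1 gave p = 0.4 in the same exact test. Of the 6 CdiP genes, 5 were past the threshold over all loci tested, and also 5 when adjusted over the list alone, a list the study chose from its own data. The same 5 genes were called by edgeR and by DESeq2, and with each culture left out in turn. The direction of CdiPFa depended on the scaling, with a log2 change of −0.44 when the 5 highest loci were left out and of −0.66 with equal totals. Under these scalings CdiPE1 was past the threshold as well, at −0.67 and −0.89, and CdiPE2 and CdiPFb were further below 0. The median coding gene stood at −0.63 and −0.86 under them, so that the call of CdiPE1 goes with the shift of all genes. CSP5_RS03335, which overlaps CdiPE2, had a log2 change of −0.98 (adjusted p = 4.7e-05 from limma). The counting of reads in the overlaps of neighbouring genes is not given in the sources used here.

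**Figure D4:**
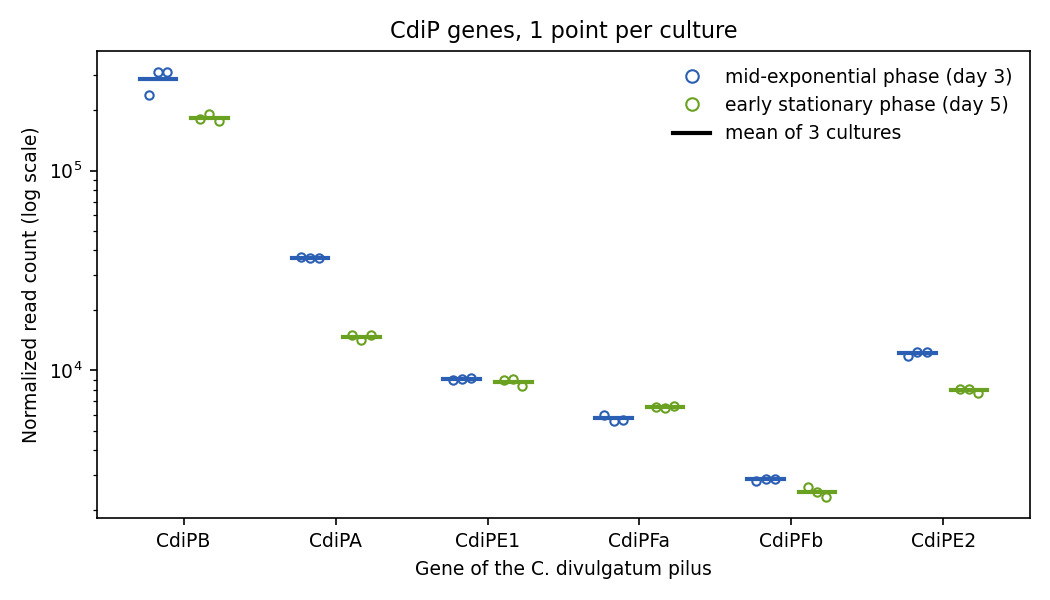
Normalized read counts (vertical axis, log scale) of the 6 CdiP genes in mid-exponential phase (blue) and early stationary phase (green), with 1 point per culture and a bar at the mean of 3 cultures. The points of the phases are apart for every gene except CdiPE1, and CdiPFa is the gene whose bar is higher in early stationary phase, at 6548 against 5761.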

The CdiP machinery operon contains homologues of AapE (ATPase) and AapF (membrane platform protein), which we here refer to as CdiPE and CdiPF (Fig. 3A, Supplementary Fig. 6), respectively. In *C. divulgatum,* there are two copies of CdiPE (CdiPE1 and CdiPE2), and *cdiPF* is split into two independent genes (*cdiPFa* and *cdiPFb*; Figs 3A and 6A, Supplementary Figs 6 and 10). Moreover, *C. divulgatum* encodes no homologues for AapX in in the pilus operon. This is surprising, as AapX is an essential gene for generating Aap filaments in *Sulflobus* [20].

**Figure 6:**
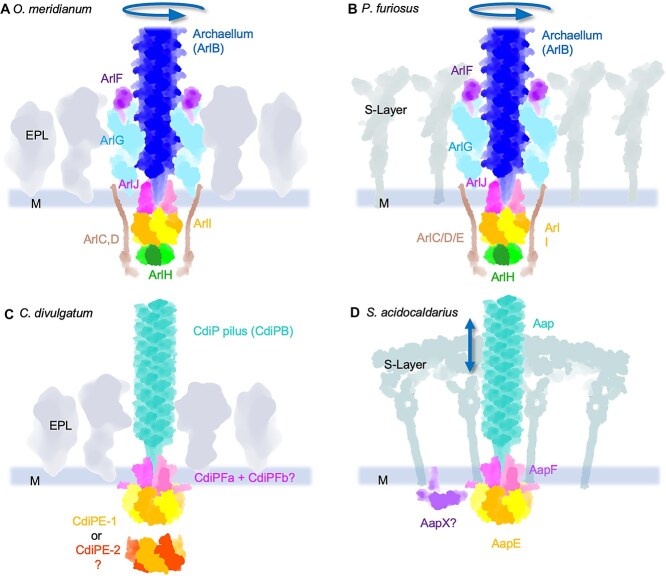
Working models of the *C. divulgatum* pilus and *O. meridianum* archaellum machinery, compared to homologues from *Pyrococcus furiosus* and *Sulfolobus acidocaldarius*. (A) The *O. meridianum* archaellum is typical for those found in *Methanobacteriati* (e.g. *P. *f*uriosus* (B). It consists of a homopolymeric filament composed of ArlB. The filament is assembled by the platform protein ArlJ, which is driven by the ATPase ArlI. Only a single ATPase is encoded in the archaellum operon, suggesting that ArlI provides the energy for filament assembly, as well as clockwise and anticlockwise rotations. ArlH has been proposed to be a molecular switch that shifts the archaellum machinery from assembly to rotation mode upon autophosphorylation. ArlC/D have been suggested to act as cytoplasmic stators that transmit chemotactic signals to the archaellum machinery. In species that are surrounded by an S-layer (B), ArlF/G are thought to form periplasmic filaments that anchor the archaellum machinery in the S-layer. Instead of an S-layer, *C. divulgatum* and *O. meridianum* are bounded by an unordered glycoprotein layer (EPL). The EPL may play an S-layer-like role in anchoring the archaellum machinery via ArlF/G. (C) The CdiP pilus machinery consists of a helical filament composed of the pilin CdiPB. A minor pilin, CdiPA, is encoded in the operon. Whereas its location is unknown, it may form a part of the pilus machinery. The filament is generated by a membrane-embedded platform protein. This platform is split into CdiPFa and CdiPFb, which together may assemble into a functional unit. The energy for the filament assembly is provided via ATP hydrolysis, catalysed by an AAA-ATPase. *C. divulgatum* encodes two such ATPases, CdiPE1 and CdiPE2. (D) Model of the Aap machinery, which functions in twitching motility in *S. *a*cidocaldarius.* In contrast to the CdiP machinery, the Aap machinery encodes only one ATPase (AapE) and one platform protein (AapF). The Aap operon also encodes AapX, the location and function of which is unknown. In A and C, the EPL is represented by random shapes and is not drawn to scale.

Multisequence alignments and Alphafold2 [44] predictions of CdiPFa and CdiPFb showed significant homology with the pilus platform protein AapF from *S. acidocaldarius*. Whereas CdiPFa aligns with the N-terminus of AapF, CdiPFb matches its C-terminal region (Supplementary Fig. 10). RNAseq indicates an uneven expression ratio of 2:1 for CdiPFa and CdiPFb (Fig. 3A). 

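Per base of coding length (972 bp for CdiPFa and 855 bp for CdiPFb), the ratio of CdiPFa to CdiPFb was 1.78 ± 0.0935 (SD, n = 3) in mid-exponential phase, with 1.89, 1.71 and 1.74 in the single libraries. In early stationary phase it was 2.33 ± 0.146 (SD, n = 3), with 2.19, 2.32 and 2.48. The exact (Clopper-Pearson) 95% counting intervals of the single libraries spanned 1.65 to 1.95 and 2.07 to 2.64, on 1443 to 4678 reads of CdiPFb and 3808 to 9689 of CdiPFa, and cover counting error only. The ratio was higher in all 3 early stationary libraries, by a log2 difference of 0.39 (exact permutation test, two-sided, p = 0.1, the smallest p possible here). Without division by length, which moved the ratio most, it was 2.02 and 2.65.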

Although the functional significance of splitting the pilus platform protein into two differentially expressed halves remains to be clarified, it may point to a more modular assembly of the CdiP machinery compared to its counterpart in the Aap of *Sulfolobus* spp*.* (Fig. 6A).

Multisequence alignments and Alphafold2 [44], predictions of CdiPE1 and CdiPE2 in comparison with AapE from *S. acidocaldarius* indicate significant structure and sequence homology between the three ATPases (Supplementary Fig. 11). The finding of the two ATPases is unique, as archaeal operons encoding for pilus or archaellum machinery reported thus far all contain a single ATPase gene [20, 59, 71]. Bacterial T4P, however, often utilize two or more ATPases, especially those involved in twitching motility. Here, one family of ATPases is thought to power extension and the other pilus retraction [72, 73], and, at the first glance, this could indicate a similar role for CdiPE1 and CdiPE2 in *C. divulgatum*. Asking if *C. divulgatum* is indeed capable of twitching motility, we performed live cell microscopy. After image acquisition, we used a trainable detector [57], to measure the speed and displacement of cells. The cells mainly adhered to the surface of the substrate but did not display twitching motility (Supplementary Fig. 12, Movie 1). This is consistent with previous studies demonstrating adhesive properties of archaeal T4P and archaella [70, 74, 75].

### *O. meridianum* archaellum machinery

Following our finding that *O. meridianum* possesses an archaellum machinery akin to that of **Methano*bacteriota* (Fig. 6A and B), we performed RNAseq. This confirmed that all genes in the *O. meridianum* archaellum operon are expressed (Fig. 3B, D, F). In the early stationary phase, the expression is slightly elevated compared to the mid-log phase, and the relative differences in gene expression are consistent. Whereas the major archaellin gene *arlB* showed the highest expression levels, *arlF-J* have similar RNAseq count values. *arlC* and *arlD* show far higher transcription levels than *arlJ-F*, with *arlD* being comparable with that of the archaellin *arlB* (Fig. 3D). Such high expression levels suggest that ArlC and ArlD form assemblies with numerous subunits, such as within the proposed cytosolic rings [59].

Given the possibility that a lack of an S-layer is reflected in special adaptions in the subunits of the *O. meridianum* archaellum machinery*,* we compared it with that of *P. furiosus* via sequence alignments (Supplementary Fig. 13), and Alphafold2 [44], predictions (Supplementary Fig. 14). Together with sequence alignments. This analysis revealed that all machinery components are largely conserved on the structural level. The highest degree of conservation is observed between the homologues of ArlI, ArlJ, and ArlH, which form the core catalytic part of the archaellum machinery (Fig. 6A and B; Supplementary Fig. 14F–H). Despite the resemblance of the *O. meridianum* gene cluster with those of *Methanobacteriati,* our tomograms did not reveal a typical polar cap that is thought to coordinate archaellar bundles at one cell pole [59].

To test if the archaellum is functional, we subjected *O. meridianum* cells to swimming assays (Supplementary Fig. 15A, Supplementary Movies 2 and 3). As archaellation is regulated by growth conditions [76], we performed live cell imaging at different temperatures (40°C and at 55°C after 1 h of exposure to this temperature). We observed that *O. meridianum* is capable of directional swimming motion, thus confirming that the archaella of this organism are indeed functional. Motility was also seen in nutrient-depleted semi-solid gelrite plates at 40°C, whereas in plates at 45°C or with complete media, no swimming halo was observed (Supplementary Fig. 15B and C). Cells did not grow on plates at 55°C.

## Discussion

S-layers are paracrystalline protein coats commonly surrounding archaea [60, 77]. They provide key selection advantages, e.g. protecting the cells from viral attack or adverse extracellular conditions [5, 77, 78]. However, *Thermoplasmatales* mostly do not possess an S-layer, despite growing in extremely acidic environments. Our cryoET data confirm that *O. meridianum* and *C. divulgatum* lack a *bona fide* paracrystalline S-layer, in accordance with previous findings based on conventional electron microscopy [35], as well as cryoEM/ET of Ca. Scheffleriplasma hospitalis [29], and T*.* acidophilum [30]. However, close inspection of our tomograms revealed a dense, likely glycoprotein layer on the outer surface of the plasma membrane of both species. Although many similar densities were seen, this layer appeared overall heterogeneous and, in contrast to typical S-layers, unordered. 

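By normalized reads per base of coding length, 12 coding genes were among the 10 highest in at least 1 growth phase, and 8 of them in both. Besides CdiPB and CSP5_RS01265, the genes among the 10 highest in both phases were CSP5_RS03160, CSP5_RS08160, CSP5_RS00805, CSP5_RS07505, CSP5_RS02960 and CSP5_RS03740. CSP5_RS07780, with 113 ± 15.8 normalized reads per base, and CSP5_RS01425 (*zfx*), with 96.5 ± 7.20, joined them in mid-exponential phase (SD, n = 3). In early stationary phase they were joined by CSP5_RS00225, with 283 ± 14.1, and CSP5_RS01440, with 212 ± 7.11 (SD, n = 3). CSP5_RS01425 was the only 1 of the 12 with a symbol other than its locus tag. Between the phases, 8 of the 12 were higher and 2 lower in early stationary phase past limma's threshold. The coding lengths of the 12 genes ranged from 192 to 1089 bp. CSP5_RS07780 had a log2 change of 0.02 that was not past the threshold (adjusted p = 0.852 from limma), but it was called at 0.13 without mid-exponential replicate 1, and at −0.60 and −0.83 with the 5 highest loci left out and with equal totals. Product names were not used here, so that the values are not assigned to S-layer homologues.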

S-layer proteins are usually amongst the most expressed in archaea; however interrogating our RNAseq data did not reveal the expression of any auspicious S-layer homologues. To uncover the identity of this protein layer, further studies, e.g. involving proteomics, are required. Nevertheless, the lack of a typical S-layer in these highly acidophilic species showcases that S-layers are not necessarily required as a protectant against extreme environmental pH values.

*Oxyplasma meridianum* produces an archaellum consisting of ArlB, which is encoded in an operon known from *Methanobacteriati*. Yet, a polar cap is missing, which suggests a level of divergence between *Methanobacteriati* and *Thermoplasmatales* that is not immediately apparent from the genetic background. The polar cap has been suggested to act as a polar anchoring structure for archaella, which apparently is not required in *O. meridianum.* In this context, it is notable that *Thermoplasmatales* were placed recently in a separate phylum; the *Thermoplasmatota* [26, 79].

The *O. meridianum* archaellum filament has an unusual, barbed structure distinct from previously investigated archaella, which tend to have a rather smooth surface [59, 62, 64, 66]. The barbs are formed by a unique extended loop that is flanked by two short ⍺-helices and spans from V126 to L153. On the genetic level, this loop is encoded by an insertion that is not present in other known archaella. Barbed filaments have previously been implicated in the formation of strong biofilms, e.g. the striking Hami filaments observed in *Candidatus* Altiarchaeon hamiconnexum [80]. Aside from swimming motility, archaella are equally important for adhesion. When archaeal cells are not engaged in swimming, the archaella are used for cell–cell and cell-surface attachment [21, 74, 81]. Thus, it is conceivable that the barbes of the *O. meridianum* archaellum also might aid in increasing the surface “grip” or the interlocking of archaella in biofilms [21, 81].

The *O. meridianum* archaellum displays an unusually high degree of glycosylation. Each ArlB is post-translationally modified with eight glycans, making it the most heavily N-glycosylated archaellin known to date. It has previously been proposed that N-glycosylation may confer resilience to extremely low pH values [82]. However, surveying the literature for a potential relationship between the number of N-glycans per subunit and the optimal growth temperature or pH did not show any correlation (Supplementary Tables 2 and 3). Some archaeal species have been shown to utilize O-glycosylation, e.g. the T4P of *Saccharolobus solfataricus* [65], *S. islandicus* [83], and threads of *S. acidocaldarius* [67]. Regardless, a link between O-glycosylation and the microorganism’s growth conditions is also not apparent. Thus, it seems that surface glycans have more subtle roles. For example, glycans are used as “recognition tags,” enabling *Sulfolobus* species to perform selective genetic exchange under ultraviolet (UV) stress within the same species but not with others [84]. Through interaction of UV pili with specific glycosylation sites on S-layers of the same species, genetic material is thought to be shared after species-specific aggregation [84]. Moreover, glycans have been shown to affect motility. For example, in *Halobacterium salinarium,* glycan truncation leads to increased bundling of archaella and compromised motile behaviour [85].

S-layer mutants in *S. islandicus* are incapable of swimming motility, although they do assemble archaellar filaments [86], suggesting that the S-layer is essential for this process. It has been proposed that the S-layer forms a scaffold for the archaellum machinery and acts as an anchor point for the stator subunits ArlG and ArlF [25]. ArlG is believed to form pseudoperiplasmic filaments [24] that surround the archaellum and reach up towards the S-layer [25]. The ArlG filaments are thought to be capped by ArlF, which, in turn, interacts with the S-layer [87]. As such, ArlG/F would act as stators that are essential to prevent futile rotation of the machinery in the membrane (Fig. 6D) and thus ensure proper swimming motility [25]. Extrapolating this hypothesis to *O. meridianum* now raises the question of how ArlG/ArlF can act as stators in the absence of an S-layer. Indeed, we find that *O. meridianum* shows swimming behaviour, like other S-layer-less archaea, such as *T*.* acidophilum* and *T. volcanium* [48, 88]. The answer may lie in the amorphous EPL, which, albeit being disordered, may still act as an anchoring matrix for the stators of the archaellum machinery (Fig. 6C).

In order to test whether *O. meridianum* ArlF shows structural differences that could account for a specialized motif evolved to bind irregular proteins distinct from S-layers, we compared Alphafold2 predictions [44] of ArlF from the S-layer-less *Thermoplasmatales* species *O. meridianum*, *T. acidophilum*,** and *T. volcanium* with those of S-layer-bounded archaea: *P. furiosus* [59], *S. acidocaldarius* [89], and *H*.* volcanii* [60], (Supplementary Figs 16 and 17). This analysis revealed minor differences between the ArlF homologues and thus no obviously distinct binding motif. However, *T. acidophilum* does not contain an ArlG homologue (Supplementary Figs 16 and 17), questioning the role of the putative periplasmic stators in archaellum function. To fully clarify the role of the S-layer, ArlG, and ArlF in the function of archaella, further experimentation, including high-resolution structures of archaellum motor complexes, will be required.

*Cuniculiplasma divulgatum* produces the CdiP filament, and its machinery components are similar to those of Aap from *Sulfolobales* [12]. However, various characteristics distinguish CdiP and Aap. In contrast to the twitching Aap of *S. acidocladarius* [12, 28]*,* the CdiP does not have the distinct three-conformer structure that has been proposed to aid the collapse of the Aap into the membrane during twitching motility [12], and indeed, we were unable to detect twitching motility in *C. divulgatum.* Another notable feature of the CdiPB subunit is its long hinge region. These hinge regions likely provide pili with flexibility [63], and it can be assumed that the flexibility of a pilus is proportional with the length of that hinge. It follows that the long hinge may have evolved to provide the CdiP filament with particularly high degrees of flexibility, which may aid surface adhesion, cell–cell contacts, and biofilm formation. In contrast, a typical hinge region for archaella consists of two residues [63], and the archaellum of *O. meridianum* follows this general trend. The shorter hinge likely confines the conformational space of archaellins, enabling them to form supercoils [63], which is an important prerequisite for swimming motility.

Whereas the genes encoding for the CdiP machinery appear to be related to those of T4P/Aap, the CdiP complex seemingly lacks an AapX homologues and the platform protein CdiPF is split into two distinct genes (*CdiPFa* and *CdiPFb*). Although it is believed that the AapF platform protein in T4P-generating *Sulfolobales* species forms a homodimer consisting of two copies of AapF, our data suggest that the *C. divulgatum* CdiPF platform could potentially form a modular oligomer, e.g. consisting of CdiPFa and CdiPFb in a ~2:1 stoichiometric ratio.

Operons of archaeal Aap pili, as well as all known archaella, encode a single multifunctional ATPase. In the Aap machinery, the ATPase AapE appears to power the assembly and retraction of the pilus. In the archaellum machinery, a single ATPase (ArlI) drives the assembly, as well as clockwise and anticlockwise rotation of the filament [12, 25, 28, 59, 69]. The *C. divulgatum* CdiP operon is an intriguing outlier, as it encodes two ATPases, CdiPE1 and CdiPE2. This is reminiscent of bacteria, which often encode two or more ATPases for T4P involved in twitching motility—one (PilB family), which drives pilus extension, and another one (PilT family), catalysing pilus retraction [90–92]. Considering this, the necessity for a second ATPase in the apparently immotile *C. divulgatum* therefore remains enigmatic.

## Supplementary Material

Supplementary-Figures-Final-6_wraf176

Movie1_Twitching_figureS13_wraf176

Movie2_Oxy_swimming_wraf176

Movie3_Oxy_swimming_wraf176

## Data Availability

The cryoEM raw data generated in this study have been deposited in the EMPIAR repository with the accession code EMPIAR-12897. The cryoEM maps have been deposited in the EM DataResource under accession codes EMD-19186 and EMD-19112 for *O. meridianum* and *C. divulgatum*, respectively. The corresponding atomic coordinates have been deposited in the Protein Data Bank database under accession codes PDB-8RH5 and PDB-8REY*.* The genomes of *O. meridianum* strain M1 and *C. divulgatum* strain S5 are available in NCBI GenBank under accession numbers CP133772.1 and NZ_LT671858, correspondingly. The RNAseq can be found in the form of spreadsheets in the supplementary data.

# Supplementary material for: Unusual cell surfaces, pili, and archaella of Thermoplasmatales archaea
**Source:** ISME J. 2025 Aug 13;19(1):wraf176. doi: 10.1093/ismejo/wraf176
**Supplement:** Supplementary-Figures-Final-6_wraf176

**a**

Cell

Arc

1  $\mu\text{m}$

Cell

**b**

Cell

Arc

1  $\mu\text{m}$

This electron micrograph shows a large, irregularly shaped cell with a textured surface, labeled 'Cell'. A thin, curved line, labeled 'Arc' with an arrow, is positioned near the cell. A scale bar in the bottom left corner indicates a length of 1  $\mu\text{m}$ . The background is filled with a network of fine, wavy lines.

**c**

Cell

Pili

1  $\mu\text{m}$

**d**

Cell

Pili

Cell

Cell

Cell

Pili

Cell

1  $\mu$ m

Pili

This electron micrograph shows a dense field of dark, roughly spherical bacterial cells. The cells are interconnected by a network of fine, hair-like structures labeled 'Pili'. A scale bar in the bottom left corner indicates a length of 1  $\mu$ m. The label 'd' is in the top left corner.

**Supplementary Figure 1:** *C. divulgatum* and *O. meridianum* change their morphology in early stationary phase. Negative stain micrographs of *O. meridianum* (a) and *C. divulgatum* (c) cells in mid exponential phase.

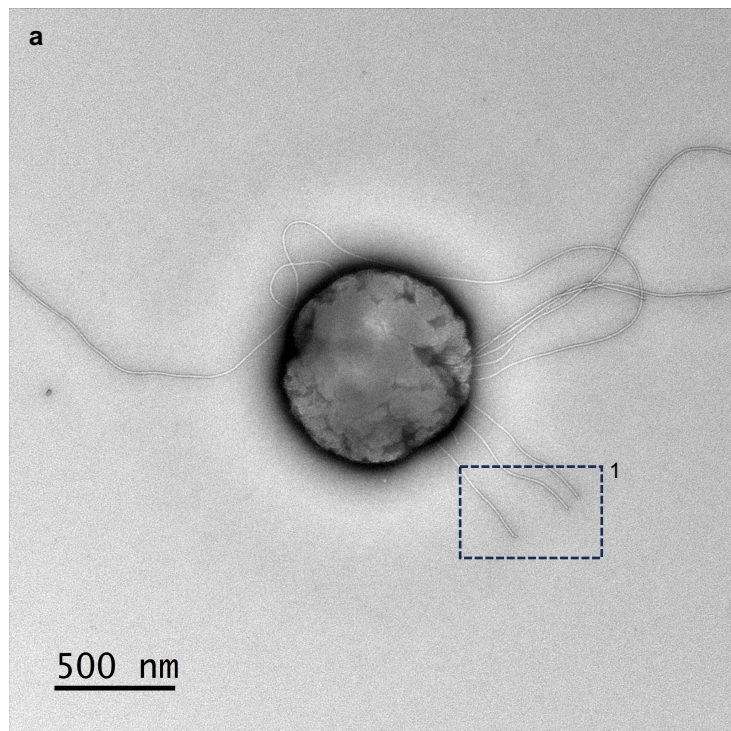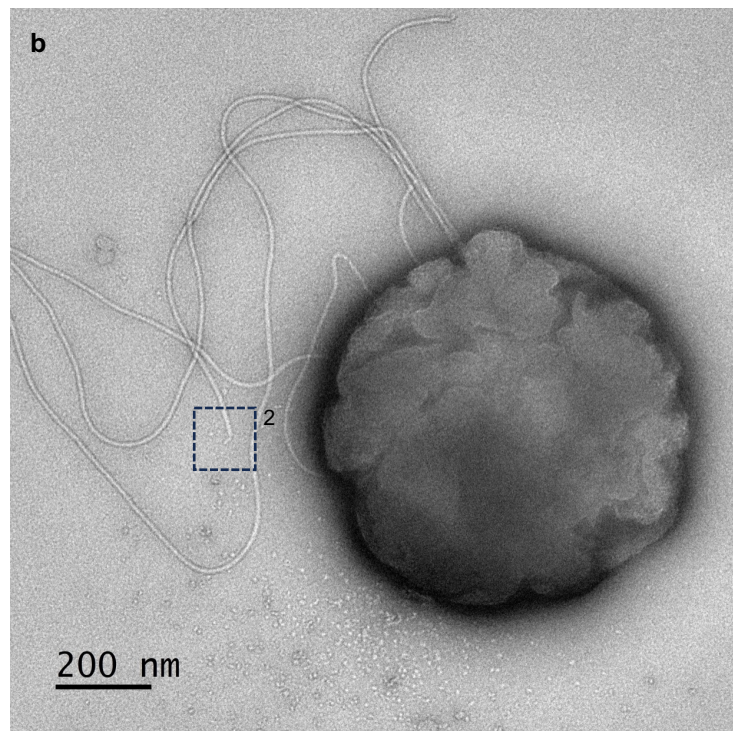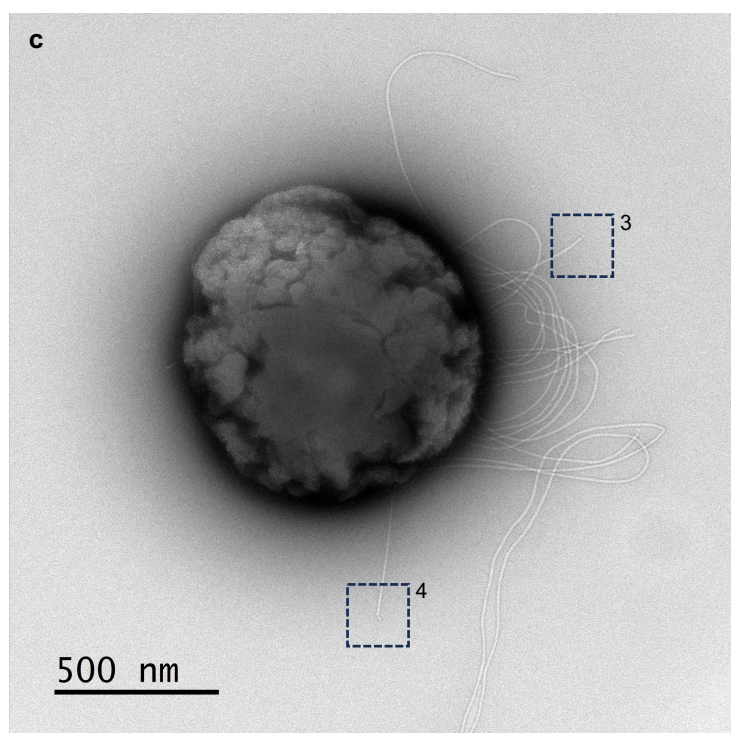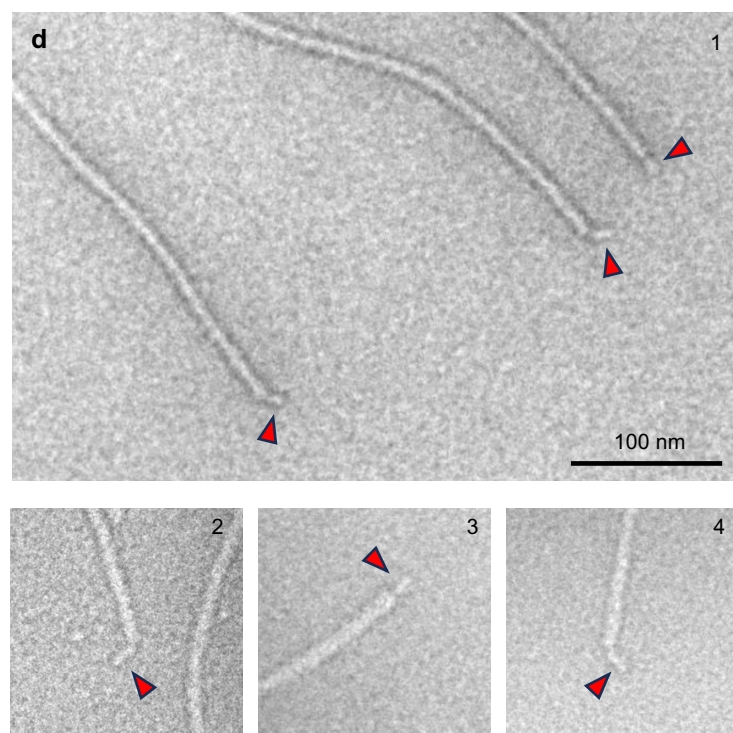

**Supplementary Figure 2: *C. divulgatum* filaments have hooked termini**

**a-c**, *C. divulgatum* cells extending pili-like filaments. **d**, close-ups of the distal termini of these filaments reveal hook-like densities. Close-ups numbered 1-4 in **d** relate to the numbered regions in **a-c**

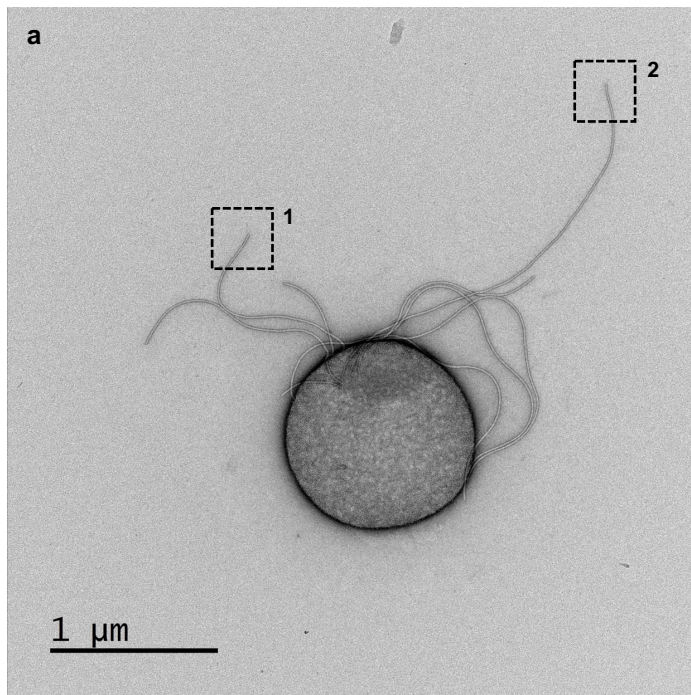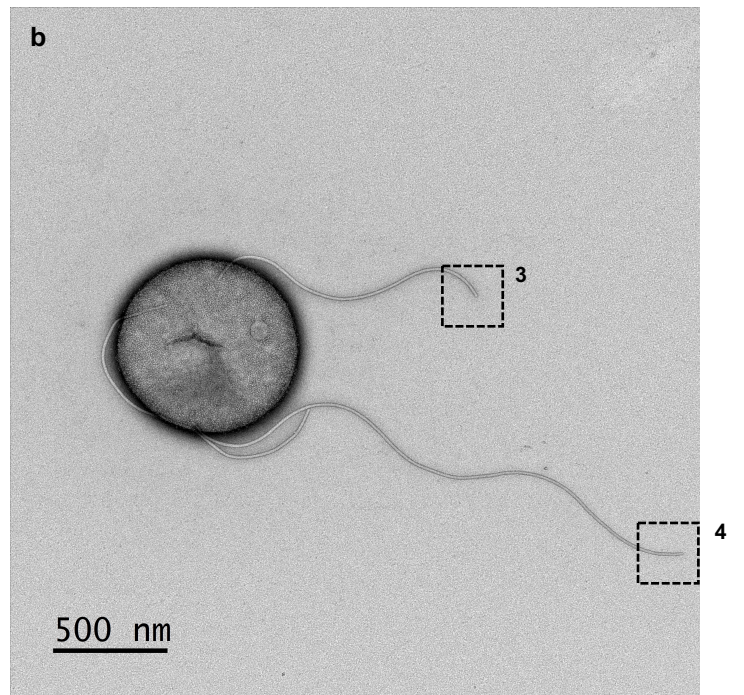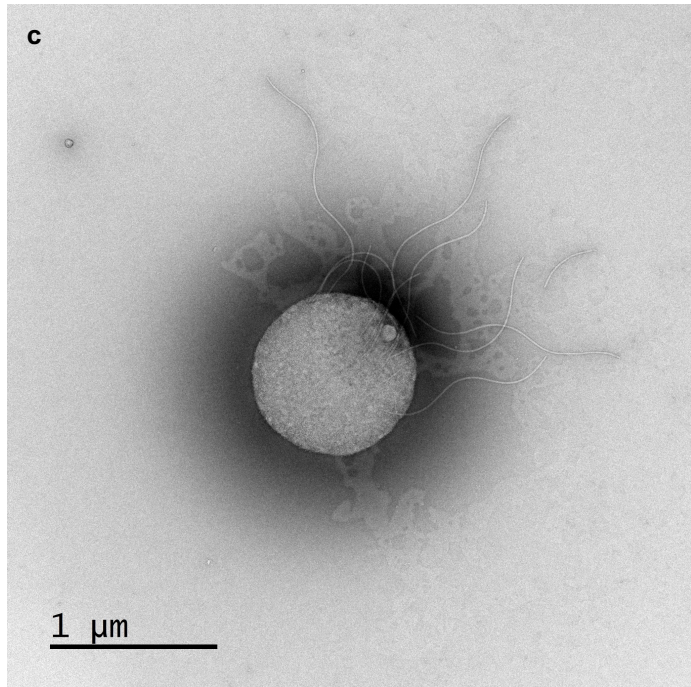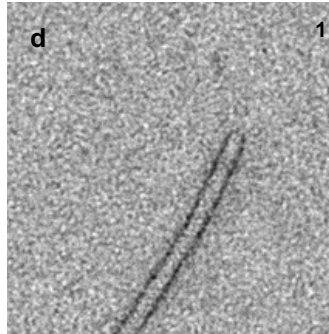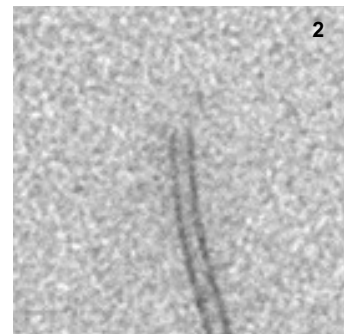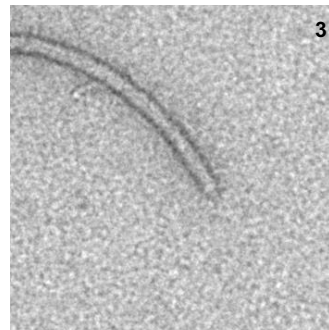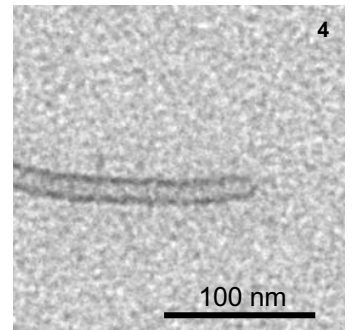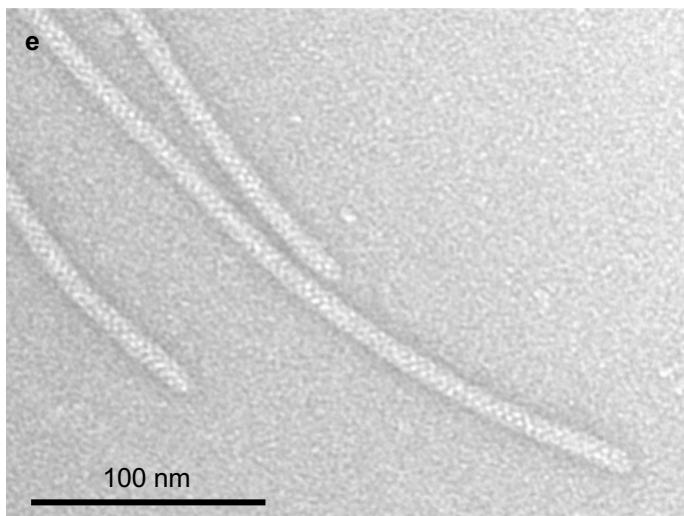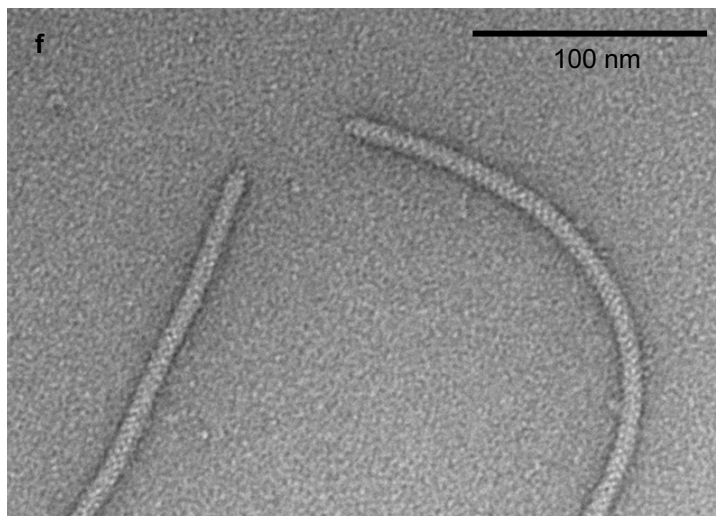

**Supplementary Figure 3: *O. meridianum* filaments display blunt ends**

**a-c**, *O. meridianum* cells extending archaella-like filaments. **d-f**, close-ups of the distal termini of these filaments do not show hooks but blunt ends instead. Closeups numbered 1-4 in **d** relate to the numbered regions in **a-c**

*C. divulgatum* pilus

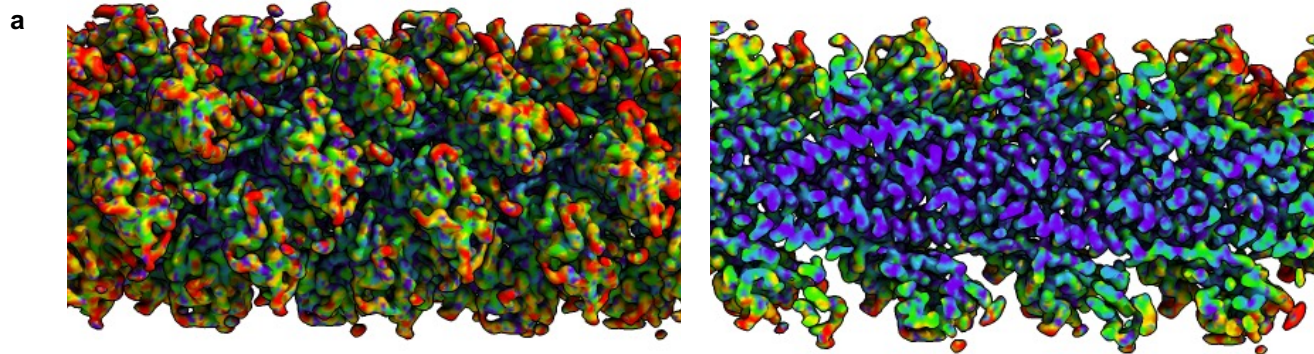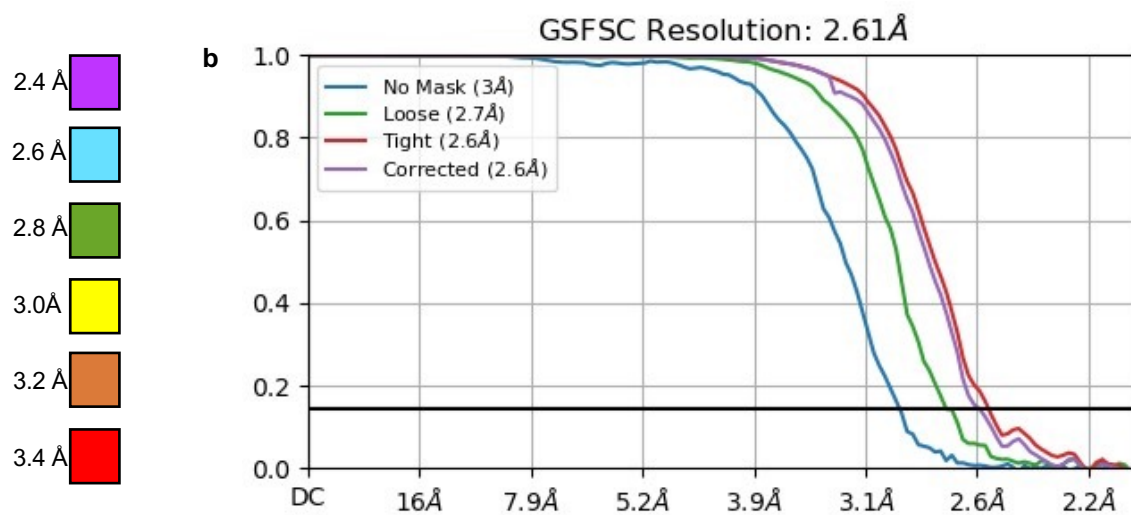

*O. meridianum* archaellum

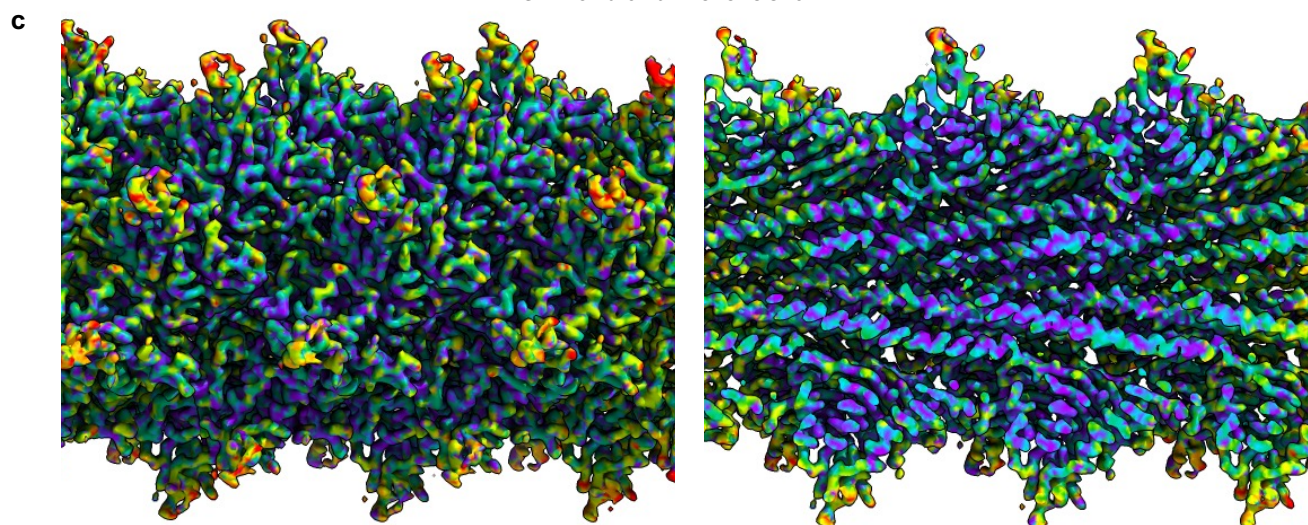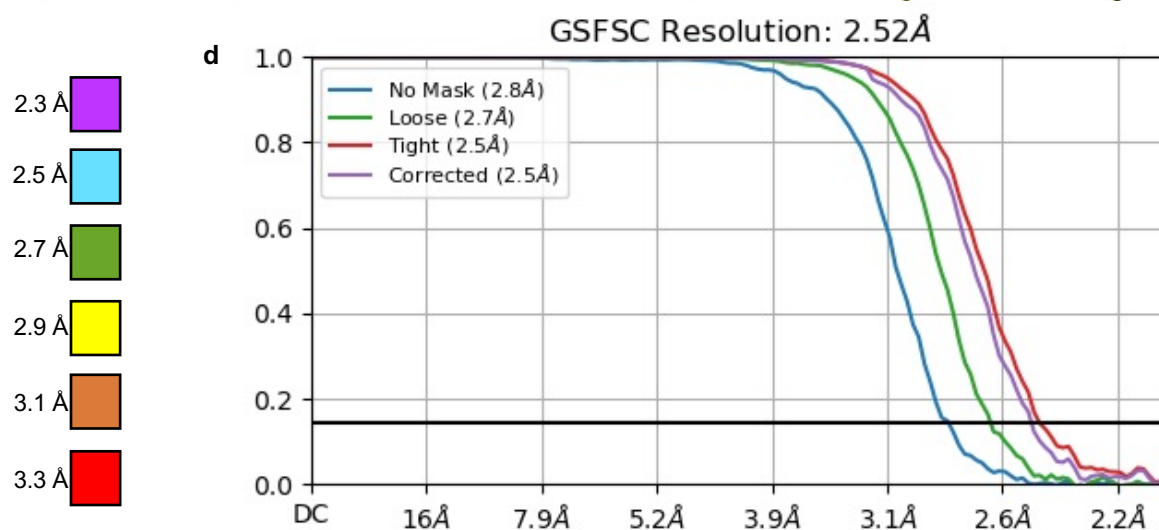

#### **Supplementary Figure 4: Resolution estimation**

Local resolution maps of the *C. divulgatum* (**a**) and *O. meridianum* (**c**) filaments in surface view (left) and cross section (right). The global resolution was estimated using gold standard Fourier shell correlation (**b**, **d**).

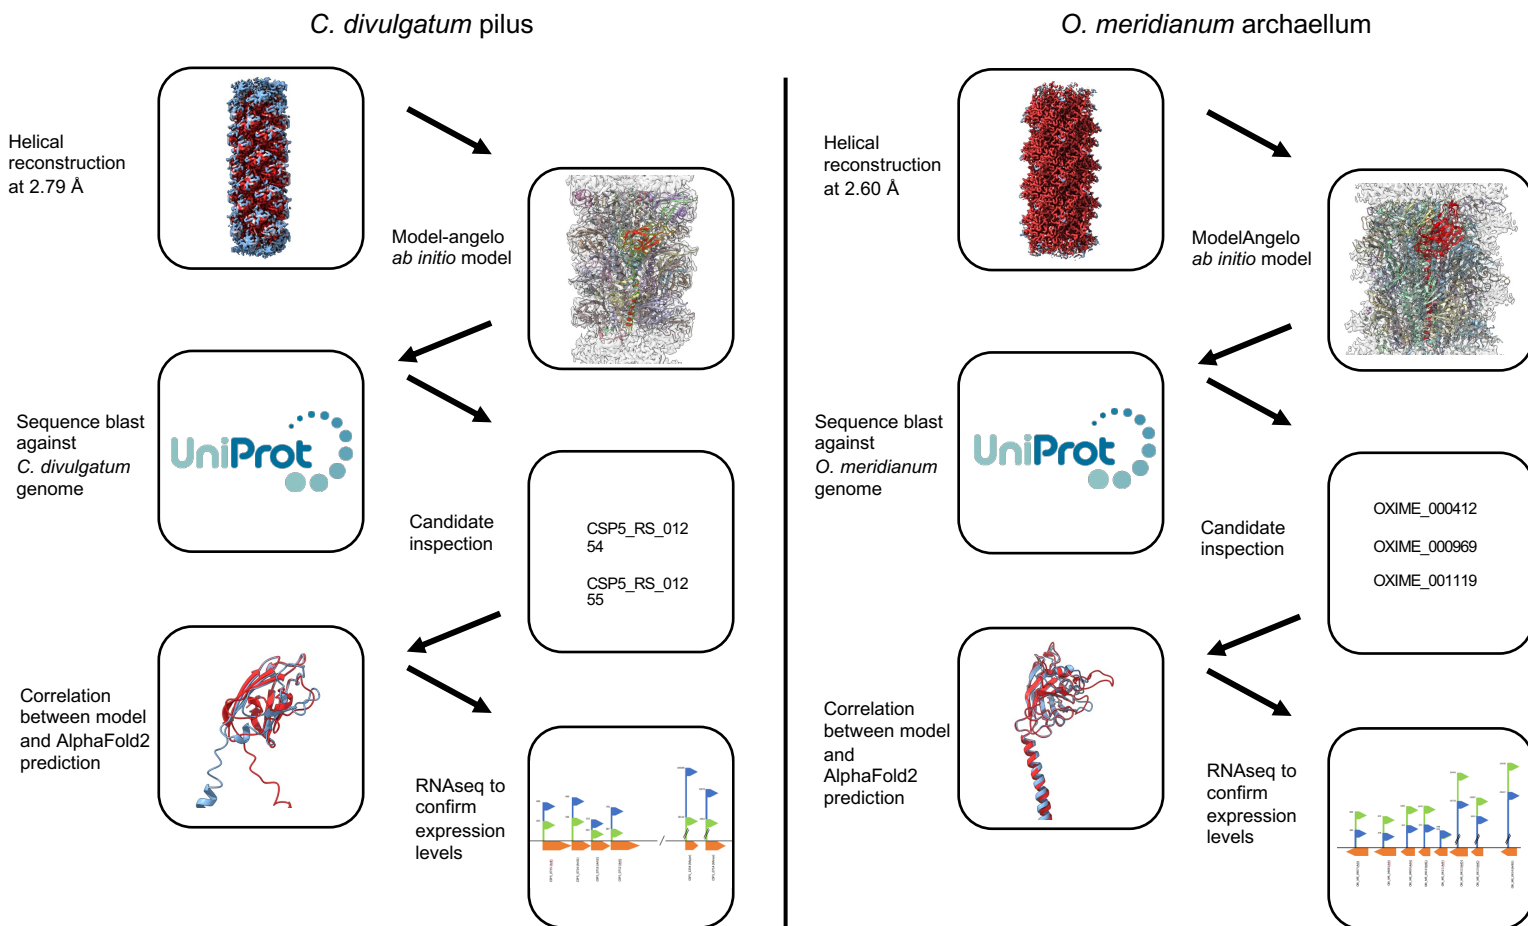

### Supplementary Figure 5: “Visual proteomics” pipeline

Schematic diagram showing the pipeline for determining the major pilins/archaellins comprising the *C. divulgatum* and *O. meridianum* filaments. Following helical reconstruction, Model-Angelo [1], was implemented to determine an initial amino acid sequence for the major pilin proteins. Sequence blast against both genomes was performed. The potential candidate sequences were subjected to AlphaFold2 [2], and the resulting structural predictions compared against an ab-initio structure from the map. The expression of the gene candidates was then confirmed via the mRNAseq data.

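The gene candidates of *C. divulgatum* carry the older locus tags CSP5_1254 and CSP5_1255, which the RefSeq annotation pairs with CSP5_RS05915 (CdiPB) and CSP5_RS05920 (CdiPA). In the mid-exponential libraries, the normalized reads of CdiPB were 237501, 310533 and 311147, and those of CdiPA 36901, 36544 and 36613. In the early stationary libraries they were 180102, 190847 and 177239 for CdiPB and 14974, 14254 and 15106 for CdiPA. CdiPA was counted with 8343 to 59425 reads per library, so that both candidates were well above the 3 reads that a count of 0 allows.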

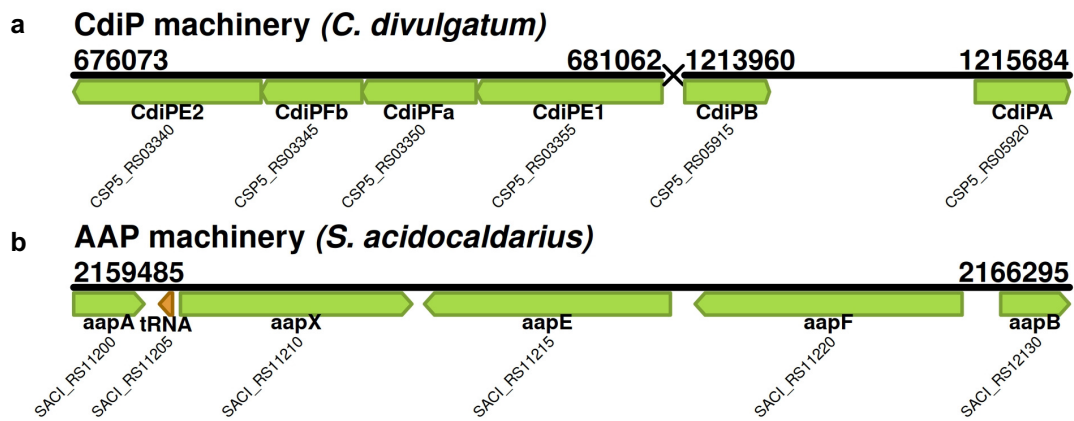

**Supplementary Figure 6: The operon of the CdiP pilus machinery of *C. divulgatum*.**  
 The operon of the CdiP pilus machinery of *C. divulgatum* (a) compared with that of the Aap machinery of *Sulfolobus acidocaldarius* [3] (b).

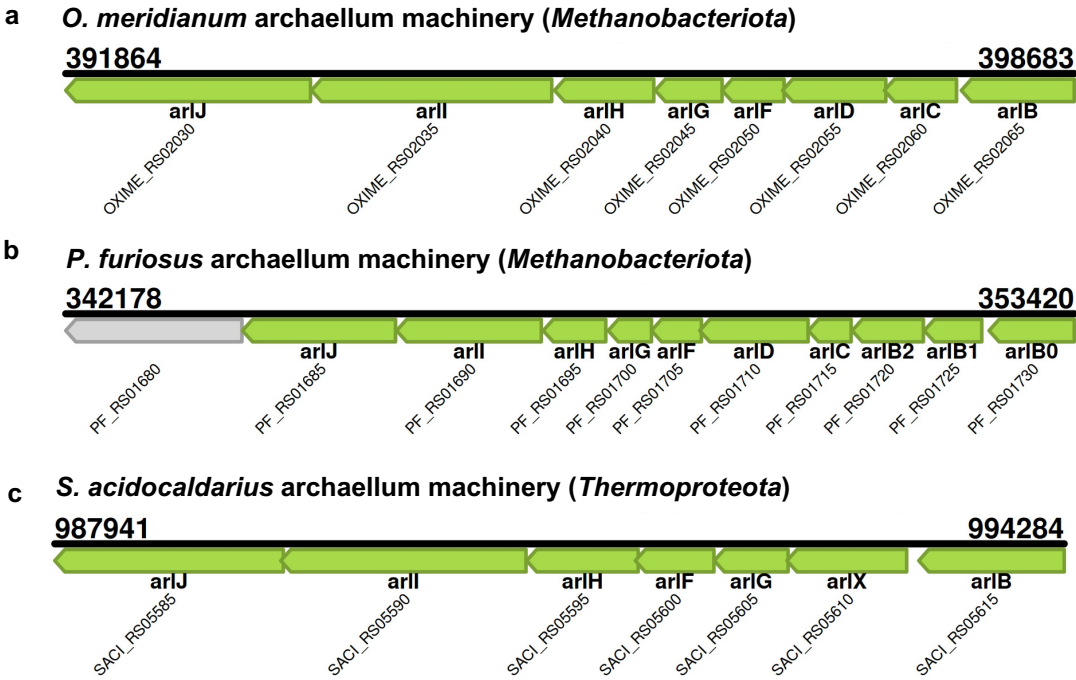

**Supplementary Figure 7: The predicted operon of the *O. meridianum* archaeellum machinery.** **a**, the *O. meridianum* archaeellum operon compared with archaeellum operons of the *Pyrococcus furiosus* (*Methanobacteriota*) [4] (**b**) and *Sulfolobus acidocaldarius* [3] belonging to the phylum (*Thermoproteota*) (**c**).

**a** *C. divulgatum* pilin (CSP5\_RS05915; CdiPB)

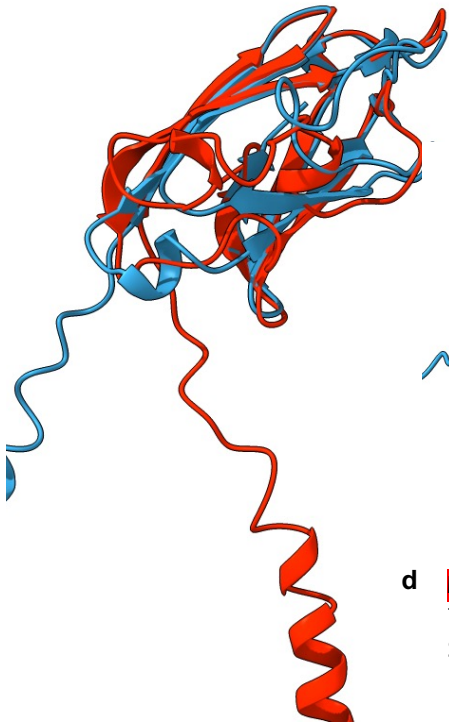

**b**

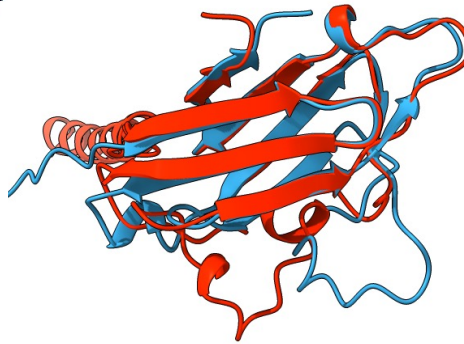

**c**

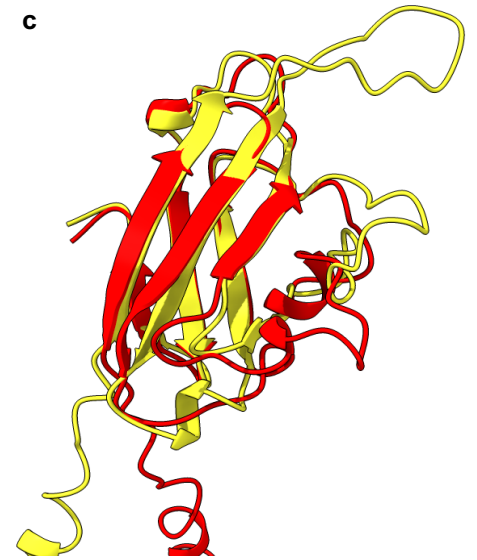

**d** MKELRPKEDKA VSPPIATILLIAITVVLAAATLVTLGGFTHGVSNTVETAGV  
TSHITSKYIFIN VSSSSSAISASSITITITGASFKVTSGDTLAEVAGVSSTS  
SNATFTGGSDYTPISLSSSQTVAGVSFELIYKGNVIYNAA

**e** *O. meridianum* archaellin (OXI\_ME\_00412; ArlB)

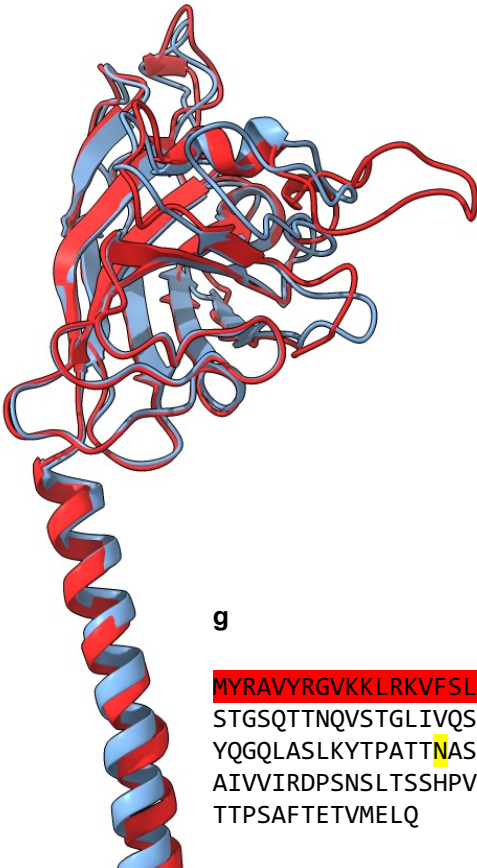

**f**

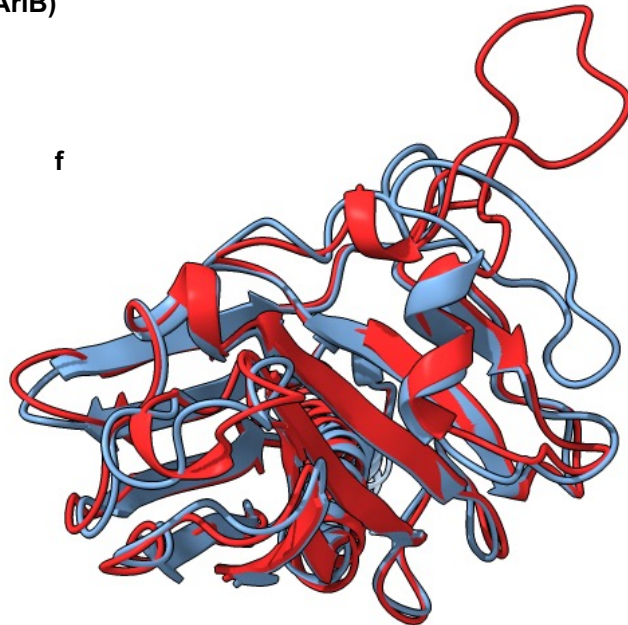

**g**

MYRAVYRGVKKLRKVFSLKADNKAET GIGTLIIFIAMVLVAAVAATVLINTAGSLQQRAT  
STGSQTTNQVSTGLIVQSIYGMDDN RSNPESGSLN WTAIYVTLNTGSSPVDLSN NVSLSLE  
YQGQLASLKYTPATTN ASFAVDTN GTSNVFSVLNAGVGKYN STATFKNVELKN VTKSTNF  
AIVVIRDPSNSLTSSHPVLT TGSEVVILVNT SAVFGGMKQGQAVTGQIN NPSVGSPGIIQF  
TTPSAFTETVMELQ

### Supplementary Figure 8: Experimental structures vs. Alphafold2 predictions

**a, b**, superimposition of the Alphafold2 [2] prediction of *C. divulgatum* CdiPB (blue) and the structure determined from the CryoEM map (red) in side view (**a**) and top view (**b**). **c**, comparison between the solved CdiPB structure (red) and the Alphafold2 [2] prediction of CdiPA (yellow). **d**, amino acid sequence of CdiPB, showing the cleaved signal sequence in red, and glycosylation sites in yellow. **e, f**, superimposition of the Alphafold2 [2] prediction of *O. meridianum* ArlB (blue) and the determined structure (red) in side view (**e**) and top view (**f**). **g**, amino acid sequence of *O. meridianum* ArlB, showing the cleaved signal sequence in red, and glycosylation sites in yellow.

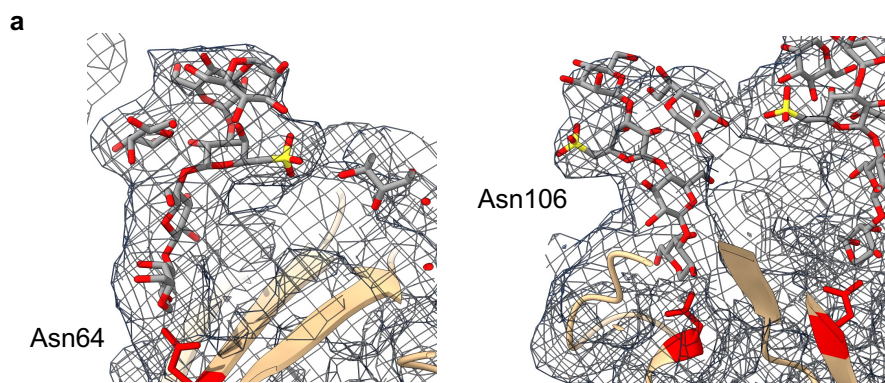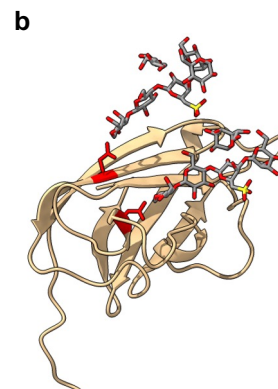

**c**

*C. divulgatum* CdiP  
 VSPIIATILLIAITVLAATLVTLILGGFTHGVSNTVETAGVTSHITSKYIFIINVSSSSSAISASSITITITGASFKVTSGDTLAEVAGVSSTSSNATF  
 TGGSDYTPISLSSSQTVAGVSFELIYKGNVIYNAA

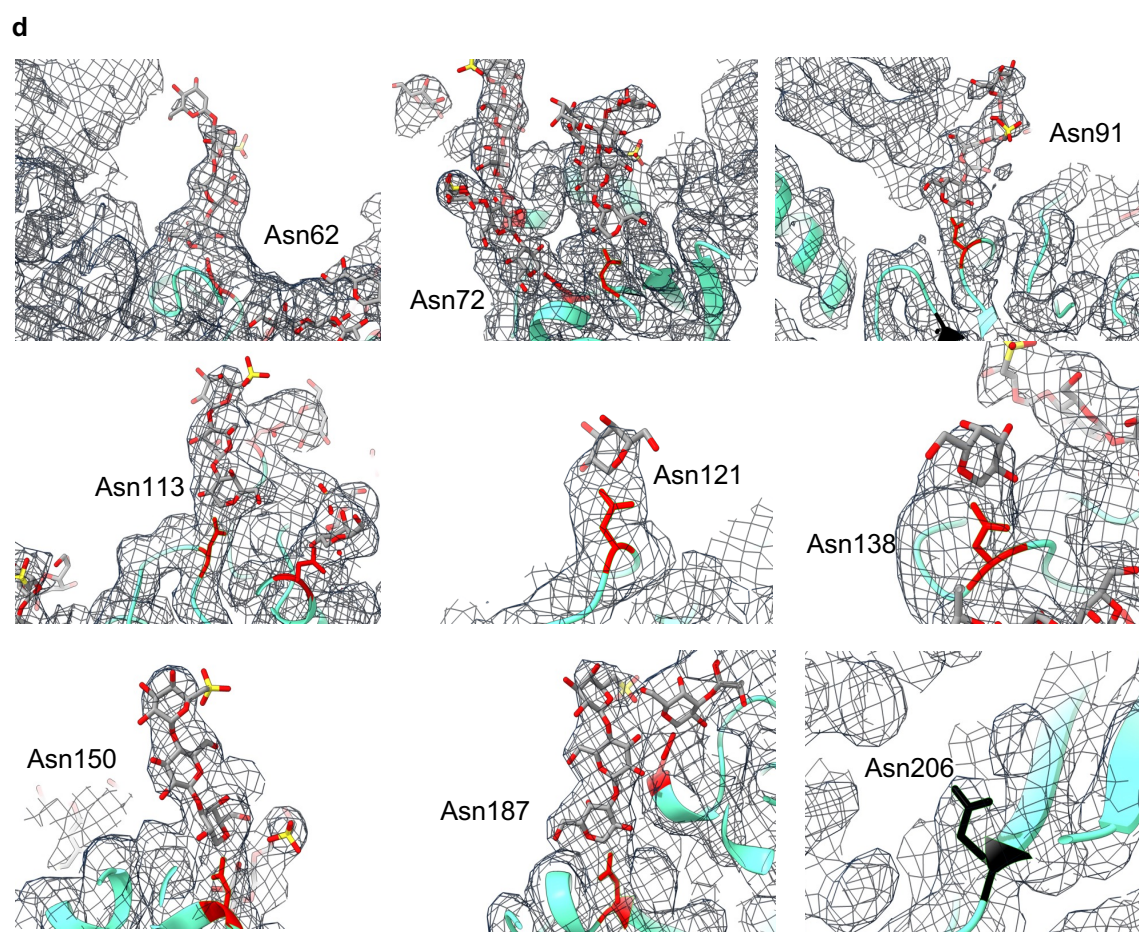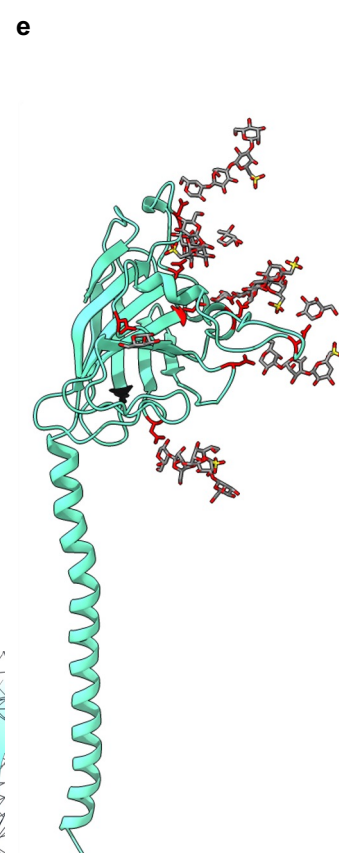

**f**

*O. meridianum* ArlB  
 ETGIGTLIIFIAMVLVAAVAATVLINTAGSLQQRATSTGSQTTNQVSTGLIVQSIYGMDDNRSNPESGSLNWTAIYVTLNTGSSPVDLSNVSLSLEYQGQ  
 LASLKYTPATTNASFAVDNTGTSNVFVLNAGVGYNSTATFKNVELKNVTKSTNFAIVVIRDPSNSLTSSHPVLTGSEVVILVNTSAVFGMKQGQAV  
 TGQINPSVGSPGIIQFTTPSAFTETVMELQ

**Supplementary Figure 9: Glycosylation sites in the *C. divulgatum* pilin and the *O. meridianum* archaellin.** **a**, close-ups of the glycosylation sites in the *C. divulgatum* pilin. The cryoEM map is shown as grey mesh, the protein backbone as beige ribbon, and glycans as sticks colored by element. The glycosylated residues Asn64 and Asn 106 are labelled red. **b**, Structure of the head of the *C. divulgatum* pilin (beige ribbon). The glycans are shown as sticks. **c**, amino acid sequence of CdiPB. Glycosylation sites are labelled yellow. **d**, close-ups of the glycosylation sites in the *O. meridianum* archaellin. The cryoEM map is shown as grey mesh, protein backbone as light blue ribbon, and glycans as sticks colored by element. The 8 glycosylated residues Asn62, Asn72, Asn91, Asn113, Asn121, Asn138, Asn150, Asn187 are labelled red. One N-glycosylation sequon remains unglycosylated (Asn206) **e**, Structure of the head of the *O. meridianum* archaellin (light blue ribbon), the glycans are shown as sticks. **f**, amino acid sequence of the *O. meridianum* archaellin ArlB. Glycosylation sites are labelled yellow.

|          |                         |                                                                                                                         |     |
|----------|-------------------------|-------------------------------------------------------------------------------------------------------------------------|-----|
| <b>a</b> | <i>C. div.</i> CdiPFa,b | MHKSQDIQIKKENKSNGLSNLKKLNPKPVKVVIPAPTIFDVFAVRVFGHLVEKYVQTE                                                              | 60  |
|          | <i>S. aci.</i> AapF     | -----MSRMSK---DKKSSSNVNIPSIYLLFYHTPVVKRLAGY-----<br>:*.:.* * . : *:*: :* . : : *                                        | 35  |
|          | <i>C. div.</i> CdiPFa,b | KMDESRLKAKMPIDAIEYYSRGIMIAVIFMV--VSFIAVNI-----F-SLKFPSYTYLS                                                             | 111 |
|          | <i>S. aci.</i> AapF     | -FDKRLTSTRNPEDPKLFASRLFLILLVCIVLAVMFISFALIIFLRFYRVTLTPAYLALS<br>:*: * :.: * * : ** :*: : : * * *: . : : : :*: * *       | 94  |
|          | <i>C. div.</i> CdiPFa,b | FAFWFLAVIV---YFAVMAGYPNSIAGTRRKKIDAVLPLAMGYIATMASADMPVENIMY                                                             | 167 |
|          | <i>S. aci.</i> AapF     | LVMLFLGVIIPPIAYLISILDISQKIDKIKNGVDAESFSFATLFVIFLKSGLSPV-LLFR<br>:.: **:**: * : . . :.* :. : : * :. : * . ** :.          | 153 |
|          | <i>C. div.</i> CdiPFa,b | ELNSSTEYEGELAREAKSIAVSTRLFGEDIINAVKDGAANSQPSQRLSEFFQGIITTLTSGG                                                          | 227 |
|          | <i>S. aci.</i> AapF     | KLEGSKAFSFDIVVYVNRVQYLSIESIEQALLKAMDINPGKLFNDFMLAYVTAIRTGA<br>:*.:. . : . : . : :*. * *: . . .*: :*: . :*: :*.          | 213 |
|          | <i>C. div.</i> CdiPFa,b | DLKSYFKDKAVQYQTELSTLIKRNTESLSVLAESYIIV--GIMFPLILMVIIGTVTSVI                                                             | 284 |
|          | <i>S. aci.</i> AapF     | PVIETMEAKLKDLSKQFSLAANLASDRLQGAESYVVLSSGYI-MLYLVIMGAILPFV<br>: . : : * : .:.* : : : * .*:*: : * : * *:*:*: : .          | 272 |
|          | <i>C. div.</i> CdiPFa,b | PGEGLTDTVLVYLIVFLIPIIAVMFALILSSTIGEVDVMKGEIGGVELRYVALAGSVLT                                                             | 344 |
|          | <i>S. aci.</i> AapF     | G-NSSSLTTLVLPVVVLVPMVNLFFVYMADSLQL--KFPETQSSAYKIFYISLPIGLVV<br>:. * ** :*:*:*: :*: . : * . . : : . : :*: * :..:         | 329 |
|          | <i>C. div.</i> CdiPFa,b | -MFVLFFT---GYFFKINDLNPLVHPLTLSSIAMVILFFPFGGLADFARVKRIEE---AER                                                           | 397 |
|          | <i>S. aci.</i> AapF     | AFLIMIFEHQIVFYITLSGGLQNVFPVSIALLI--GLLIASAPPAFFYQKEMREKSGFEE<br>: : : : * **:. . . * .*: : : : * : . * * :. * *         | 387 |
|          | <i>C. div.</i> CdiPFabb | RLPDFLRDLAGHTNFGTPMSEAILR-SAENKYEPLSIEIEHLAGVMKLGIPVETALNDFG                                                            | 456 |
|          | <i>S. aci.</i> AapF     | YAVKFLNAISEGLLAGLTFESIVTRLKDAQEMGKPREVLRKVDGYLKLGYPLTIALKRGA<br>. * . : : * : . . : * . : : * : : : : * : * * * : * : . | 447 |
|          | <i>C. div.</i> CdiPFa,b | KRLKSP----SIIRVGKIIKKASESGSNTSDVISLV-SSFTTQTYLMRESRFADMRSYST                                                            | 511 |
|          | <i>S. aci.</i> AapF     | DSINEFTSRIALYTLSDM-----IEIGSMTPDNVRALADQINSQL-VVRREYQGKVK---P<br>. : . : : : : : * * * * : : . : : * :*: . . : . :      | 499 |
|          | <i>C. div.</i> CdiPFa,b | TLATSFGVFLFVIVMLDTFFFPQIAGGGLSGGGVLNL---ASSSYGLIEK-----LF                                                               | 560 |
|          | <i>S. aci.</i> AapF     | LIATPYAGVL--VSLIATFLLA-----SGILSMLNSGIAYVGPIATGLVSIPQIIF<br>:*: . . * : : : *: : .*: . : : * * . : : *                  | 548 |
|          | <i>C. div.</i> CdiPFa,b | --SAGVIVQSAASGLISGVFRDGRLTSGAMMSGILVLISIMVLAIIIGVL-----                                                                 | 607 |
|          | <i>S. aci.</i> AapF     | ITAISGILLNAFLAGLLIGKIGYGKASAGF-IHGIILMIVV-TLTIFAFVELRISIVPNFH<br>. . *: : : *: * : * : : * : *: : * : : * : * : . :     | 606 |
|          | <i>C. div.</i> CdiPFa,b | -----                                                                                                                   | 607 |
|          | <i>S. aci.</i> AapF     | SNISF                                                                                                                   | 611 |

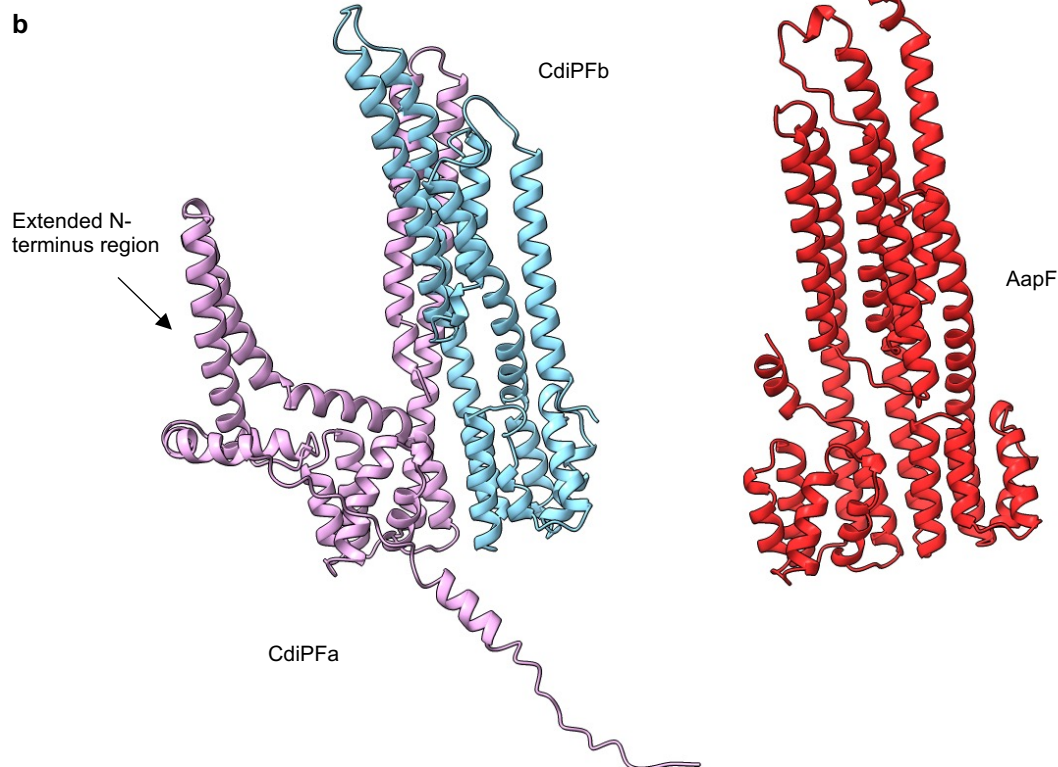

**Supplementary Figure 10: Comparison between the membrane platform homologs CdiPFa/b found in *C. divulgatum* and AapF from *S.acidocaldarius*.** **a**, sequence alignment between *C. divulgatum* CdiPFa (magenta) combined with *C. divulgatum* CdiPFa CdiPFb (cyan) and AapF from *S. acidocaldarius*. **b**, Alphafold2 [2] predictions of CdiPFa (pink) joined to CdiPFb (blue) and AapF (red).

**Supplementary Figure 11: Comparison between the ATPases CdiPE1 and CdiPE2 of *C. divulgatum* with AapE of *S. acidocaldarius*.** Amino acid sequence alignment between *C. divulgatum* CdiPE1 and *S. acidocaldarius* AapE (**a**), *C. divulgatum* CdiPE2 and *S. acidocaldarius* AapE (**b**), and *C. divulgatum* CdiPE1 with CdiPE2 (**c**). Superimposition of the AlphaFold2 [2] predictions of *C. divulgatum* CdiPE1 (blue) and *S. acidocaldarius* AapE (red) (**d**); *C. divulgatum* CdiPE2 (brown) and *S. acidocaldarius* AapE (red) (**e**); *C. divulgatum* CdiPE1 (blue) and *C. divulgatum* CdiPE2 (brown) (**f**).

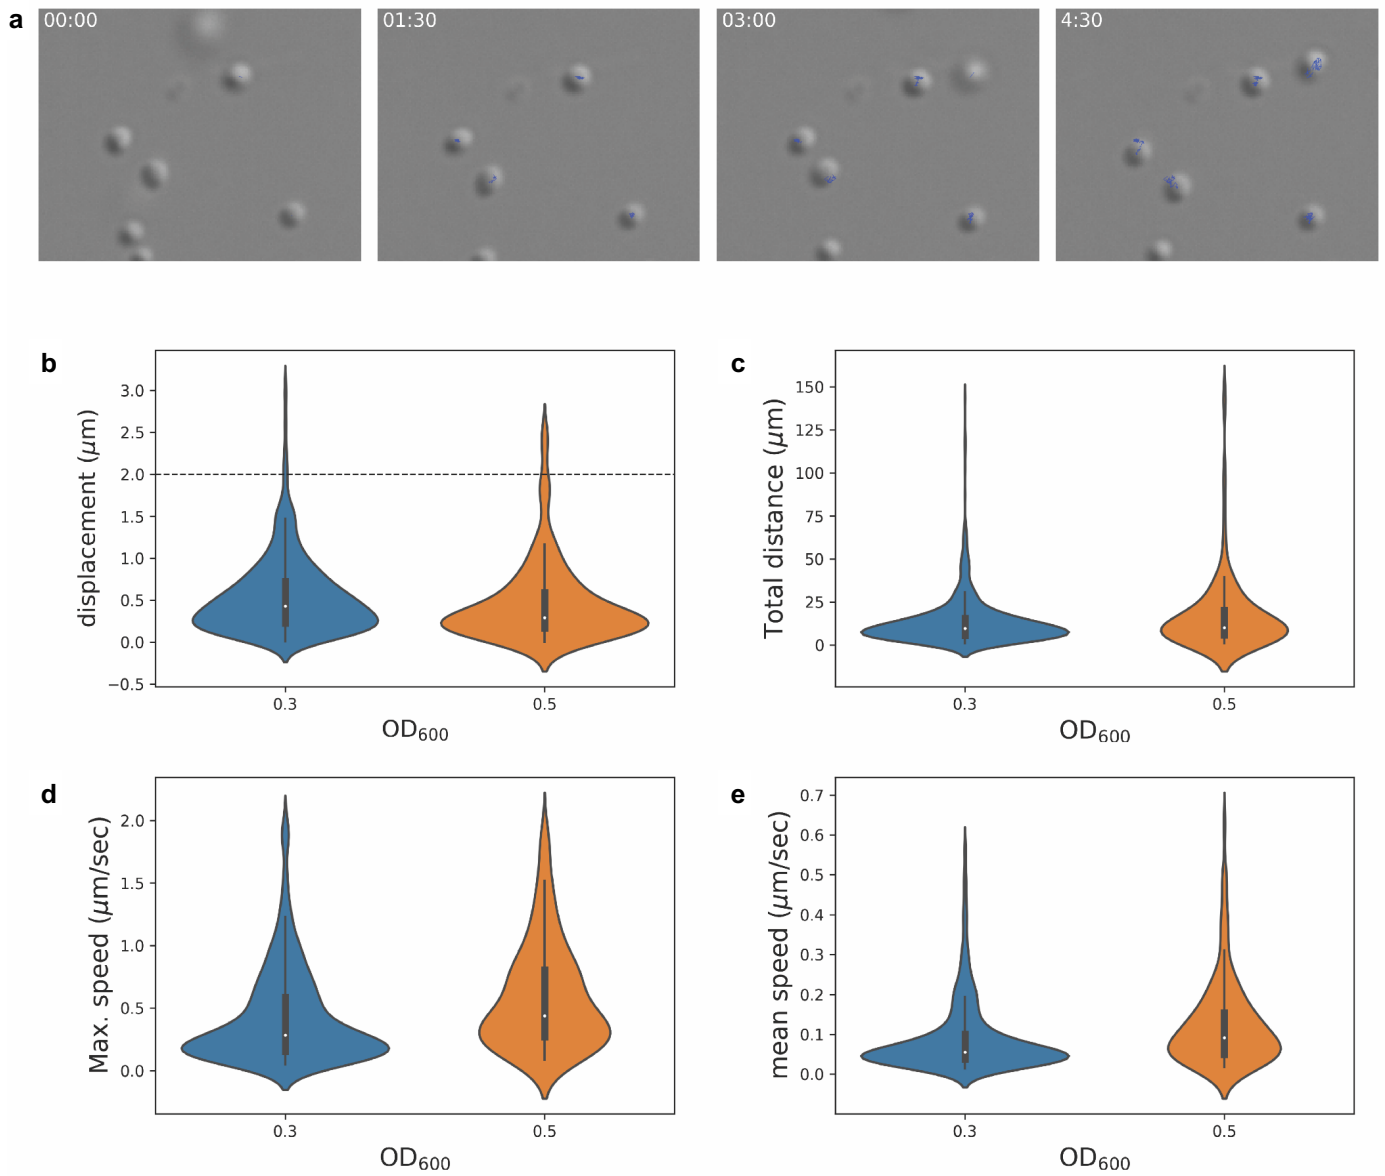

**Supplementary Figure 12: *C. divulgatum* does not display twitching motility**

**a**, live cell microscopy of *C. divulgatum* cells at 40°C and OD<sub>600</sub> of 0.3. DIC microscopy images showing different time points during the total observation window. Tracks are shown in blue. **b**, **c**, total and maximum distances traveled by the cells. **d**, **e**, maximum and mean speed of cells. The observation window was of 5 minutes in every case.

**Supplementary Figure 13: Sequence alignments between archaellum machinery genes of *O. meridianum* and *P. furiosus* [4].**

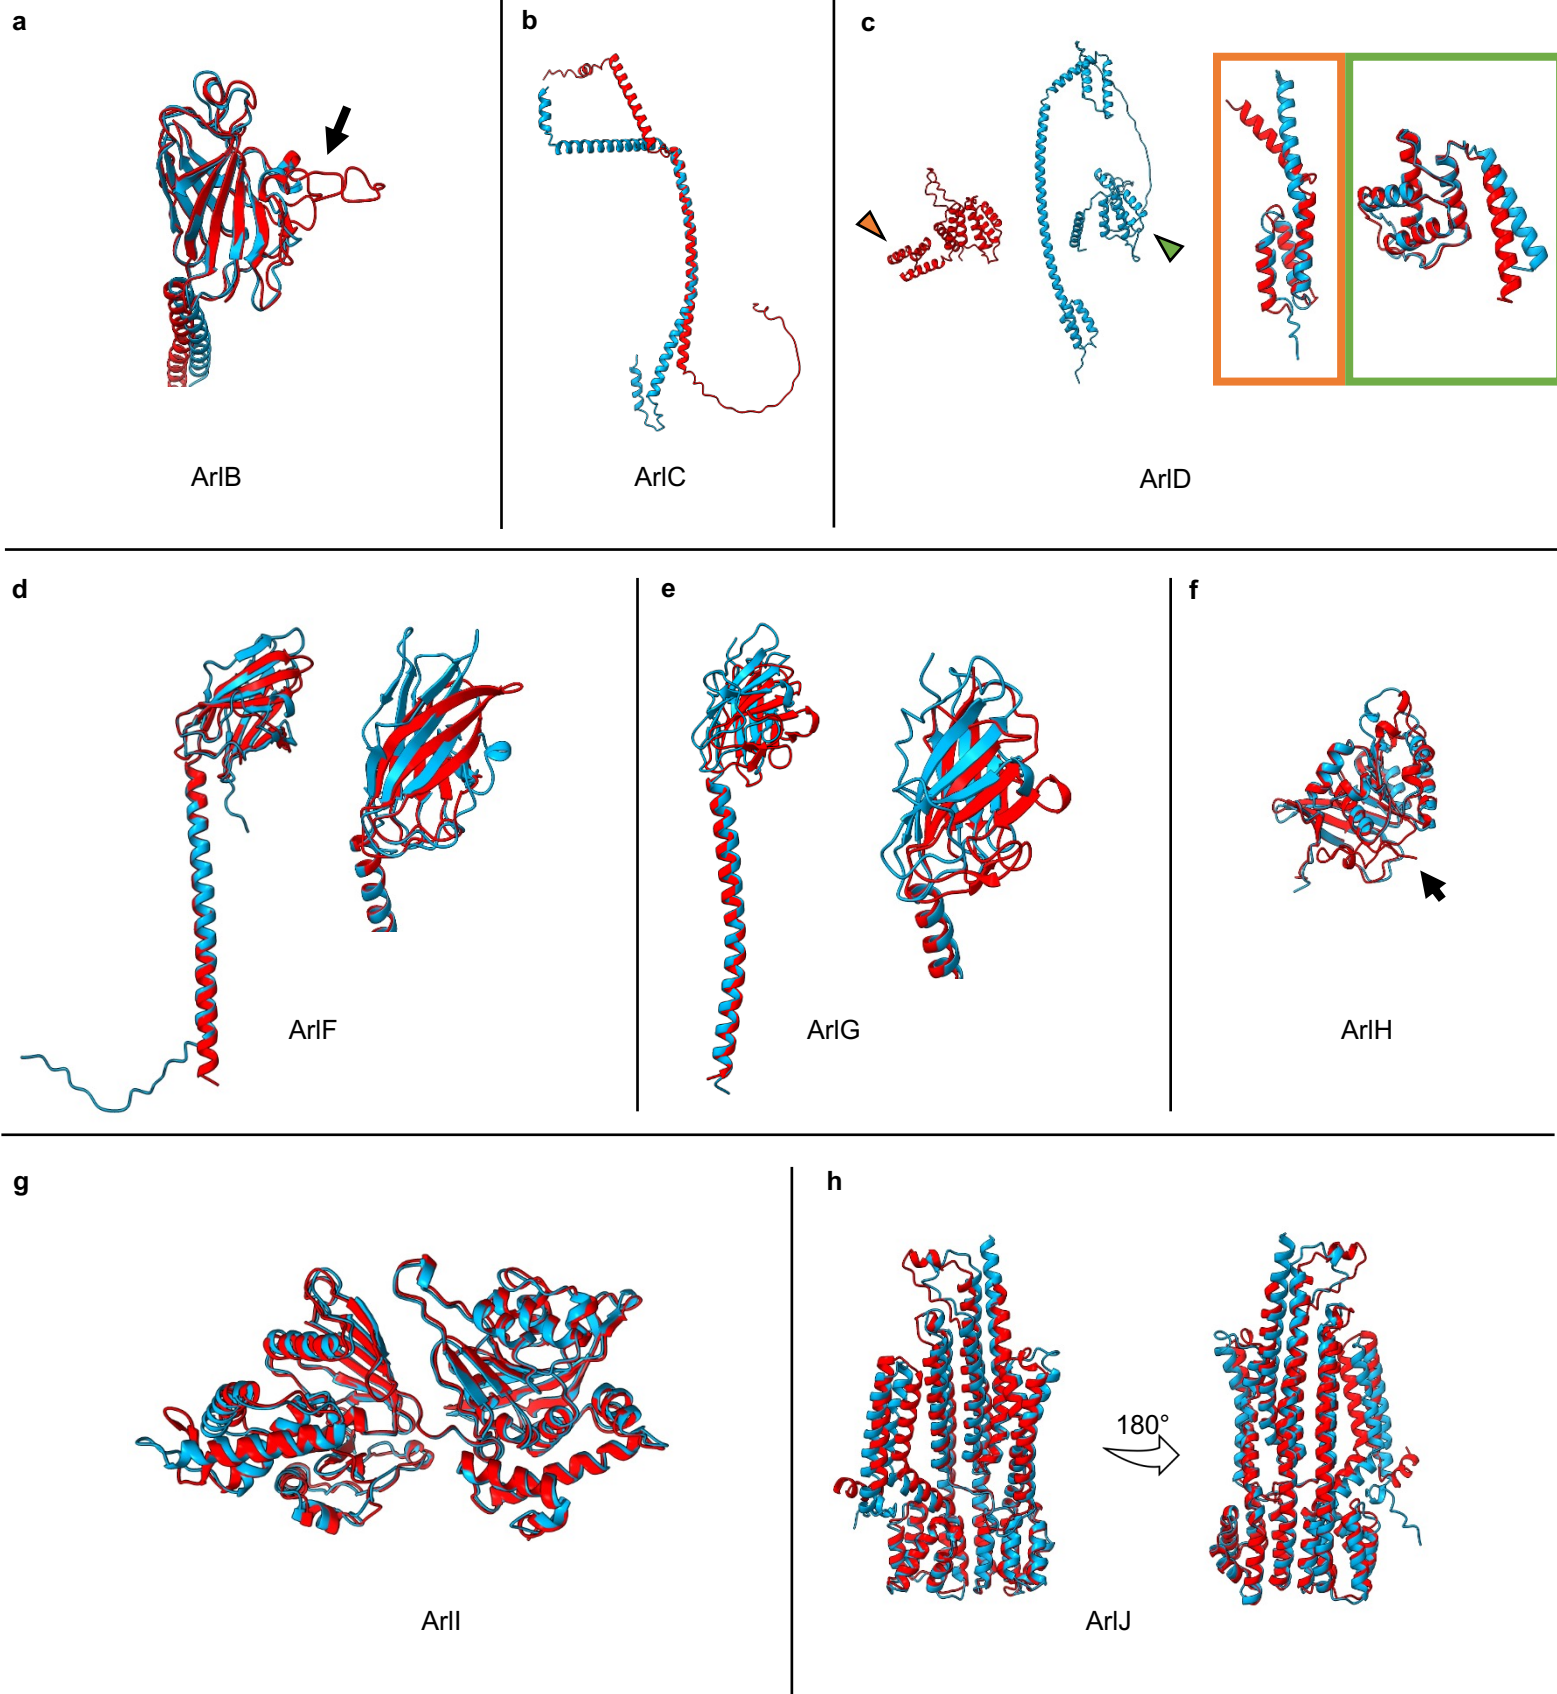

**Supplementary Figure 14: Alphafold2 predictions suggest structural conservation between archaellum machinery proteins of *O. meridianum* and *P. furiosus*.** Alphafold2 [2] predictions of archaellum machinery genes from *O. meridianum* (red) and *P. furiosus* (blue). Superimpositions of **a**, major archaellins show that *O. meridianum* has a unique extended loop (black arrow). **b**, **c** superimposition of ArlC (b) and ArlD (c) proteins (proposed cytoplasmic stator subunits). Due to the flexibility of these proteins, the N (orange box) and C (green box) termini were superimposed separately. **d**, **e**, superimposition of ArlF (d) and ArlG (e) (both proposed periplasmic stator and S-layer integration subunits). **f**, superimposition of the proposed regulator ArlH (f), the ATPase ArlI (g) and the membrane platform protein ArlJ (h).

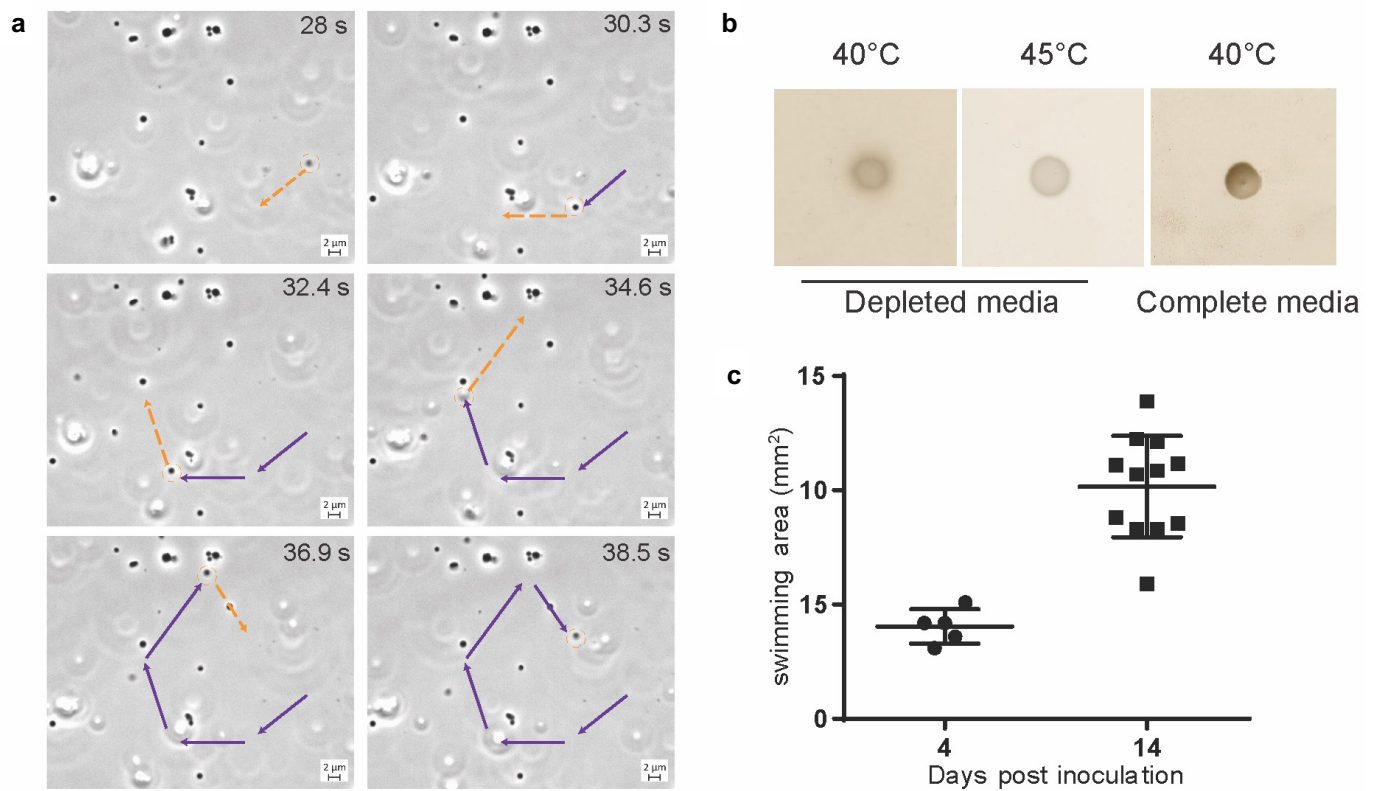

**Supplementary Figure 15: *O. meridianum* is a motile species**

**a**, Live cell microscopy of swimming *O. meridianum* cells at 55°C. One cell trajectory is indicated as example: Orange dotted arrows indicate future movements and purple arrows past movements of the cell indicated in the orange dotted circle. Time points are indicated in the upper corner. Scale bar 2  $\mu\text{m}$ . **b** and **c**, motility assay of *O. meridianum* in semi-solid gelrite plates at different temperatures. **b**, representative images of swimming halos. **c**, swimming area in relation to days after inoculation in depleted media plates at 40°C.

```

O. meri. ArlF      ---MGFSYVA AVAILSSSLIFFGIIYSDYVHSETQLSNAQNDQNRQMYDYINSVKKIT 56
T. aci. ArlF      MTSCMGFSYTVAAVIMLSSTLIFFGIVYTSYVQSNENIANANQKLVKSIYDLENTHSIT 60
                  *****..*.*:***:*****:*.**.*: ::***:.. :.* **:*.***

O. meri.. ArlF      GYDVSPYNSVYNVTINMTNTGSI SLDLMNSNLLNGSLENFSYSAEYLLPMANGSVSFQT 116
T. aci. ArlF      GYYNSSSSSLFI--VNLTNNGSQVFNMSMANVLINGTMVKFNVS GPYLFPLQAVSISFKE 118
                  ** . .*: :*:**.* : : :*:**.*: :*. *. **:*: *:*:

O. meri.. ArlF      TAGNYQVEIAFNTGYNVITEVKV 139
T. aci. ArlF      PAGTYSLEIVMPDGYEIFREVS 141
                  **.*:***: **:: **

```

## ArlF

a

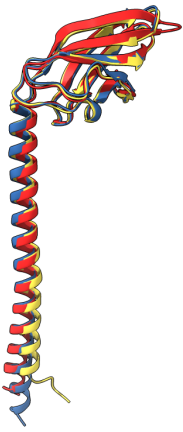

b

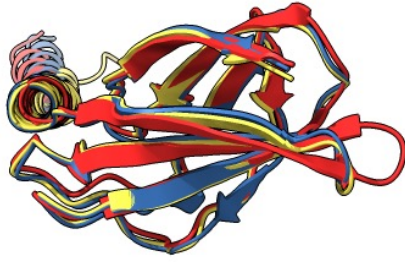

c

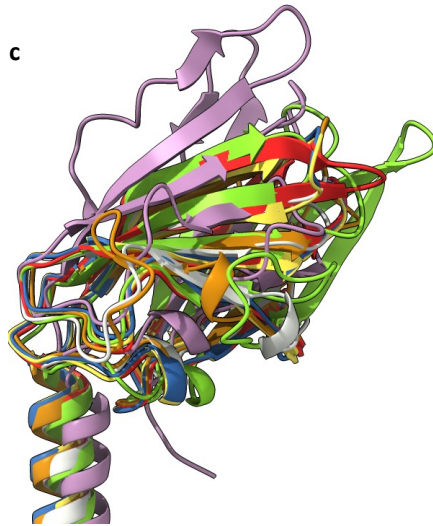

d

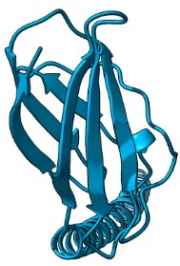

*T. acidophilum*

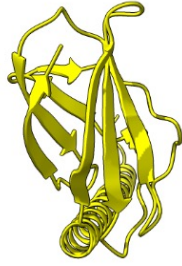

*T. volcanium*

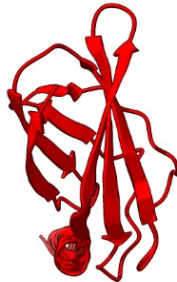

*O. meridianum*

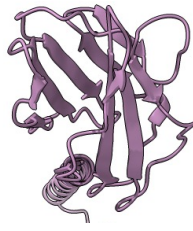

*P. furiosus*

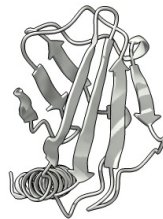

*M. villosus*

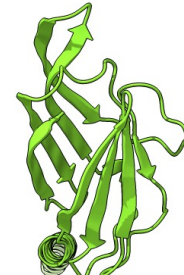

*S. acidocaldarius*

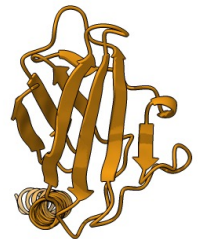

*H. volcanii*

## ArlG

e

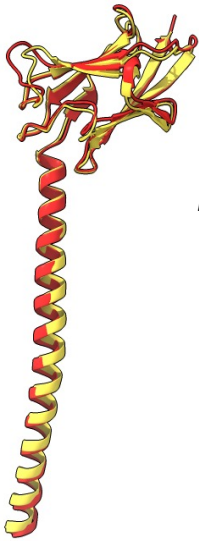

*T. acidophilum*  
protein replacing ArlG

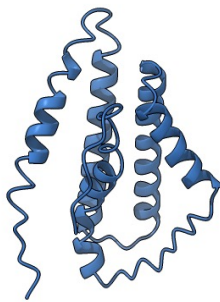

f

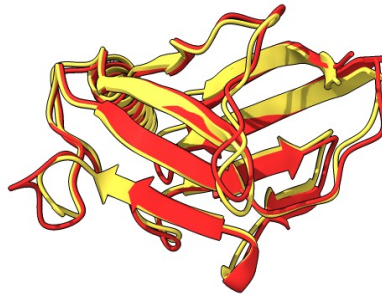

g

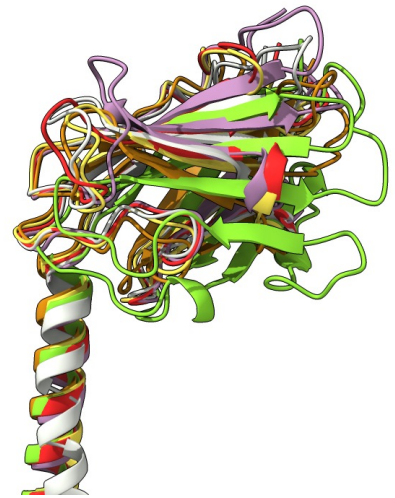

h

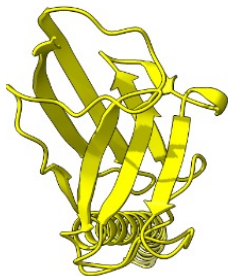

*T. volcanium*

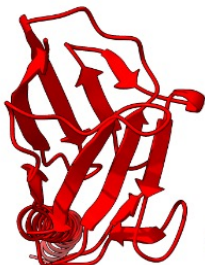

*O. meridianum*

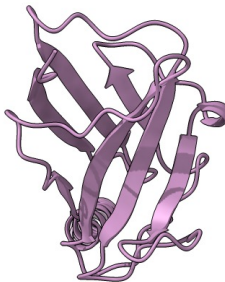

*P. furiosus*

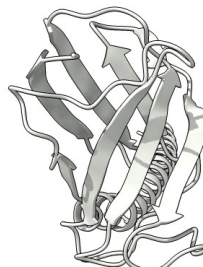

*M. villosus*

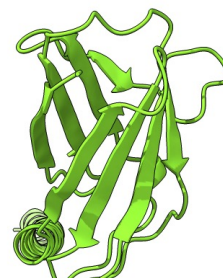

*S. acidocaldarius*

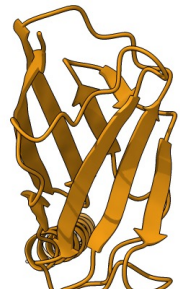

*H. volcanii*

### Supplementary Figure 17: Structural conservation of ArlF and ArlG

Superimposed AlphaFold2 [2] predictions of ArlF from *O. meridianum* (red) and other thermoplasma species, *T. acidophilum* (blue) and *T. volcanium* (yellow) in side view (**a**) and top view (**b**). Superimposed AlphaFold2 [2] predictions (**c**) and side-by-side comparisons (**d**) of ArlF from *O. meridianum* (red) and the distantly related archaea *P. furiosus* (pink), *M. villosus* (white), *S. acidocaldarius* (green) and *H. volcanii* (orange). **e,f**, superimposed AlphaFold2 [2] predictions of ArlG from *O. meridianum* (red) and related thermoplasma species, *T. acidophilum* (blue) and *T. volcanium* (yellow) side view (**e**) and top view, (**f**). The *T. acidophilum* protein replacing ArlG is shown in blue. Superimposed AlphaFold2 [2] predictions (**g**) and side-by-side comparisons (**h**) of ArlG from *O. meridianum* (red) and distantly related *P. furiosus* (pink), *M. villosus* (white), *S. acidocaldarius* (green), *H. volcanii* (orange).

**Supplementary Table 1 – CryoEM and model building statistics.**

|                                                     | <i>O. meridianum</i> archaeellum<br>(EMDB EMD-19168)<br>(PDB 8RH5) | <i>C. divulgatum</i> filament<br>(EMDB EMD-19112)<br>(PDB 8REY) |
|-----------------------------------------------------|--------------------------------------------------------------------|-----------------------------------------------------------------|
| Data collection and processing                      |                                                                    |                                                                 |
| Magnification                                       | 130k                                                               | 130k                                                            |
| Voltage (kV)                                        | 200                                                                | 200                                                             |
| Electron exposure (e <sup>-</sup> /Å <sup>2</sup> ) | 51.45                                                              | 51.40                                                           |
| Defocus range (μm)                                  | -0.8 to -2.0                                                       | -0.8 to -2.0                                                    |
| Pixel size (Å)                                      | 1.05 (0.525)                                                       | 1.05 (0.525)                                                    |
| Symmetry imposed                                    | Twist: 107.92° Rise: 5.6                                           | Twist: 106.05° Rise: 5.19                                       |
| Initial particle images (no.)                       | 1,382,613                                                          | 1,411,881                                                       |
| Final particle images (no.)                         | 1,374,113                                                          | 645,487                                                         |
| Map resolution (Å)                                  | 2.52                                                               | 2.61                                                            |
| FSC threshold                                       | 0.143                                                              | 0.143                                                           |
| Map resolution range (Å)                            | 100-2.54                                                           | 100-2.61                                                        |
| Resolution (Å) (map/model; FSC = 0.5)               | 2.7                                                                | 2.7                                                             |
| Refinement                                          |                                                                    |                                                                 |
| Initial model used (PDB code)                       | Ab initio                                                          | Ab initio                                                       |
| Model resolution (FSC = 0.50/0.143 Å)               | 2.83/2.52                                                          | 2.9/2.6                                                         |
| Model refinement resolution (Å)                     | 2.52                                                               | 2.61                                                            |
| Map sharpening B factor (Å <sup>2</sup> )           | 0                                                                  | 0                                                               |
| Model composition                                   |                                                                    |                                                                 |
| Number of protein monomers                          | 31                                                                 | 36                                                              |
| Non-hydrogen atoms                                  | 67,485                                                             | 40,140                                                          |
| Protein residues                                    | 7,590                                                              | 4,860                                                           |
| Glycans                                             | 1,023                                                              | 504                                                             |
| B factors (Å <sup>2</sup> )                         |                                                                    |                                                                 |
| Protein                                             | 95.6                                                               | 93.5                                                            |
| Glycan                                              | 176.6                                                              | 211.3                                                           |
| R.m.s. deviations                                   |                                                                    |                                                                 |
| Bond lengths (Å)                                    | 0.008                                                              | 0.008                                                           |
| Bond angles (°)                                     | 1.545                                                              | 1.376                                                           |
| Validation                                          |                                                                    |                                                                 |
| MolProbity score                                    | 0.5                                                                | 0.72                                                            |
| Clashscore                                          | 0.01                                                               | 0.46                                                            |
| Poor rotamers (%)                                   | 0.0                                                                | 0.0                                                             |
| Ramachandran plot                                   |                                                                    |                                                                 |
| Favored (%)                                         | 98.68                                                              | 97.74                                                           |
| Allowed (%)                                         | 1.32                                                               | 2.26                                                            |
| Disallowed (%)                                      | 0.0                                                                | 0.0                                                             |

**Supplementary Table 2: Comparison of archaellins with experimentally determined structure.**  
Growth temperature, pH values and number of N-glycosylation sites for 6 species.

| Species                            | Optimum pH | Optimum Temperature (°C) | Filament Type | N-Glycosylations Sites Per Monomer | PDB Code |
|------------------------------------|------------|--------------------------|---------------|------------------------------------|----------|
| <i>Pyrococcus furiosus</i>         | 7.0        | 100                      | Archaellum    | 5                                  | 5O4U[4]  |
| <i>Methanospirillum hungatei</i>   | 7.0        | 34                       | Archaellum    | 1                                  | 5TFY[5]  |
| <i>Halobacterium salinarium</i>    | 7.0        | 37                       | Archaellum    | 3                                  | 9EQ7[6]  |
| <i>Methanocaldococcus villosus</i> | 6.5        | 80                       | Archaellum    | ArB1: 3<br>ArIB2: 5                | 7OFQ[7]  |
| <i>Sulfolobus islandicus</i>       | 2.7        | 80                       | Archaellum    | 3                                  | 8CWM[8]  |
| <i>Sulfolobus acidocaldarius</i>   | 2.0        | 80                       | Archaellum    | 6                                  | 8QX4[9]  |
| <i>Oxyplasma meridianum</i>        | 1.0        | 40                       | Archaellum    | 9 (8)                              | 8RH5     |

**SupplementaryTable 3: Comparison of pilins with experimentally determined structure.**  
Growth temperature, pH values and number of N-glycosylation sites for 4 species.

| Species                   | Optimum pH | Optimum Temperature (°C) | Filament Type | N-Glycosylations Sites Per Monomer | PDB Code |
|---------------------------|------------|--------------------------|---------------|------------------------------------|----------|
| Sulfolobus solfataricus   | 3.0        | 75                       | T4P<br>(Aap)  | 0                                  | 6W8X[10] |
| Sulfolobus islandicus     | 2.7        | 80                       | T4P<br>(Aap)  | 0                                  | 6NAV[11] |
| Sulfolobus acidocaldarius | 2.0        | 80                       | T4P<br>(Aap)  | 4                                  | 8Q30[12] |
| Cuniculiplasma divulgatum | 1.0        | 40                       | T4P<br>(CdiP) | 2                                  | 8REY     |

## Supplementary references

1. Jamali, K., Käll, L., Zhang, R. et al. Automated model building and protein identification in cryo-EM maps. *Nature* 2024; 628:450–457
2. Bryant P, Pozzati G, Elofsson A. Improved prediction of protein-protein interactions using AlphaFold2. *Nat Comms* 2022;13:1–11.
3. Chen L, Brügger K, Skovgaard M, Redder P, et al. The Genome of *Sulfolobus acidocaldarius*, a Model Organism of the *Crenarchaeota*. *J Bacteriol* 2005; 187(14):4992–4999
4. Daum B, Vonck J, Bellack A, et al. Structure and *in situ* organisation of the *Pyrococcus furiosus* archaeum machinery. *Elife* 2017; 6:e27470.
5. Poweleit N, Ge P, Nguyen HH et al. CryoEM structure of the *Methanospirillum hungatei* archaeum reveals structural features distinct from the bacterial flagellum and type IV pilus. *Nat Micro* 2016; 2:1–12.
6. Sofer S, Vershinin Z, Mashni L et al. Perturbed N-glycosylation of *Halobacterium salinarum* archaeum filaments leads to filament bundling and compromised cell motility. *Nat Comms* 2024;15:1–13.
7. Gambelli L, Isupov MN, Conners R et al. An archaeum filament composed of two alternating subunits. *Nat Comms* 2022; 13:1–11.
8. Kreutzberger MAB, Sonani RR, Liu J et al. Convergent evolution in the supercoiling of prokaryotic flagellar filaments. *Cell* 2022; 185:3487-500
9. Gaines MC, Isupov MN, McLaren M et al. Towards a molecular picture of the archaeal cell surface. *Nat Comms* 2024; 15:1–16.
10. Wang F, Baquero DP, Su Z et al. The structures of two archaeal type IV pili illuminate evolutionary relationships. *Nat Comms* 2020; 11:1–10.
11. Wang F, Cvirkaite-Krupovic V, Kreutzberger MAB et al. An extensively glycosylated archaeal pilus survives extreme conditions. *Nat Micro* 2019; 4:1401–10.
12. Gaines MC, Sivabalasarma S, Isupov MN et al. CryoEM reveals the structure of an archaeal pilus involved in twitching motility. *Nat Commun* 2024; 15:1–13.

How the deposited data were processed for this re-analysis (not part of the article)

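Messenger RNA of *C. divulgatum* S5 in mid-exponential phase (day 3) and early stationary phase (day 5) was analysed, with 3 libraries per phase. The *O. meridianum* series was not analysed here. The sequencing company mentioned in the methods prepared and sequenced the libraries and carried out the bioinformatics, and the aligner, counter, genome build and use of strand are not given in the sources used here. How the sRNA and newly predicted loci were found is not given in these sources either, and these loci come without coordinates.

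The authors deposited a signal per locus and library, namely a read count divided by 1 size factor per library. Each library's values were checked against their smallest value above 0, and all 2097 values in each of the 6 libraries were whole multiples of it, within 1e-06 of a read. The size factors recomputed from the recovered reads with the median-of-ratios method of DESeq2 matched the steps. Because of this, rescaling by the median of ratios, 1 of the alternatives, left every call as it was and moved the log2 changes of the named genes by less than 0.01, through the pseudocount. The values are not divided by gene length and are not TPM. Depth ranged from 7871026 to 13067626 reads on loci per library, and intervals and limits from counts cover counting error only.

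Of the 2097 loci, 1911 were matched by locus tag to protein-coding genes of the RefSeq annotation of ASM90008351v1, which holds 1922 such genes. The other 186 loci were 148 listed as sRNA, 35 newly predicted and 3 with a CSP5 tag that was not matched. The coordinates of the CdiP genes in this annotation have the same ends as those printed in Supplementary Fig. 6. Of the matched loci, 219 have a symbol other than the locus tag.

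The main test was limma with a trend on log2(value + 0.1) over loci above 0 in at least 3 of 6 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The plan had named edgeR for raw counts and limma for TPM, RPKM or FPKM values with replicates, and limma was used because the deposited values are normalized. Exact permutation tests were two-sided over the 3 values per phase, and 3 against 3 cannot give a p below 0.1. Ranks and ratios used values per base of coding length, as phase means and per library. Ratio intervals are exact Clopper-Pearson intervals at 95%.

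The genes named were fixed by a rule. It took the 6 CdiP genes, whose values in Fig. 3 had been seen, the genes between the pilin genes or next to the machinery operon, and the 10 loci with the highest mean in each phase. It also took the 10 largest rises and the 10 largest falls among loci past the threshold and changed the same way in every replicate. The 10 highest coding genes per coding length were added as a second reading of that rule after the values had been seen. Genes with surface-layer or carotenoid product names were also in the rule but could not be found, since product names were not used here. For the same reason, the gene lists meant to be chosen by product words were built from gene symbols, before any value of a list was computed. These lists were ribosomal proteins, NADH oxidoreductase, chaperones, tRNA ligases, CRISPR, proteasome and transposase. Lists with at least 5 genes were tested with camera at a preset correlation of 0.01 and with fry.

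The main tests, the rule for named genes and the following alternatives were chosen before the data were examined: rescaling, leaving out the 5 highest loci, no filter, a mean of at least 1, pseudocounts of 0.01 and 1, limma without trend, the limits of Fig. 3C, each replicate left out in turn, the replicate number as a block, values not divided by length, and the mean of log values for ratios. Chosen after seeing the data were edgeR's quasi-likelihood test (TMM, filterByExpr) and DESeq2's Wald test on recovered reads, equal totals, sRNA and newly predicted loci left out, and the longer coding length of CdiPB.

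The fits were tested on simulated counts for the comparison of the phases, with 200 of the loci changed. These had many reads, rose as often as they fell and changed more than CdiPFa or CdiPFb did. In the data, 1467 loci were called. The recovery below thus does not cover small changes, loci with few reads or the choice of scaling. Of these changed loci, limma with trend recovered 85.5% on 2022 loci, and 5% of its calls were unchanged loci. With simulated reads, edgeR recovered 89% on 1972 loci, with 4.30% of its calls unchanged loci, and DESeq2 90% on 2025 loci, with 10.4%, above the 5% aimed at. The versions used were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.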

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

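The test of structural RNA reads on sRNA and newly predicted loci and the scaling to equal totals were chosen only after the results were seen.

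The paper does not report on loci listed as sRNA or on the newly predicted loci. With no control samples, a locus counted as seen above the 3 reads that a count of 0 allows. Of the 183 such loci, 97 had more than 3 reads in all 6 libraries. Together the 183 loci took 17.1% of the reads in mid-exponential replicate 1, 10.9% and 10.5% in replicates 2 and 3, and between 14.1% and 17.8% in the early stationary libraries. Without replicate 1, the mid-exponential shares lay below all early stationary shares, and with it they overlapped. The highest was sRNA0091, with 744664 ± 43639 normalized reads (SD, n = 3) in mid-exponential phase and 2160330 ± 511512 (SD, n = 3) in early stationary phase, the highest mean of all loci in both phases, though not the highest value in every library.

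The log2 change of sRNA0091 was 1.51 (standard error 0.237, adjusted p = 0.000965 from limma), with all 3 early stationary cultures above all 3 mid-exponential cultures. With equal totals it was 0.66 and still past the threshold, and without the filter on low values it was not past it. With each replicate left out in turn it stayed between 1.39 and 1.72, so that no single library gives the difference. The normalization acts on all loci of a library by 1 factor and may shift the size of the change, as the move from 1.51 to 0.66 shows, but not the rank of sRNA0091 within a library.

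Reads of structural RNA genes counted on these loci may explain part of the signal. The annotation holds 46 tRNA genes, 3 rRNA genes and the genes of RNase P RNA and SRP RNA, and 0 of them are among the loci counted under their own tags. Whether the sRNA loci lie on or beside them cannot be told apart from other origins, because 0 of the sRNA and newly predicted loci have coordinates in the table. A difference in depth does not create the signal, since it is present in all 6 libraries at 7871026 reads or more. Contamination by another organism was not tested. A growth-phase effect on sRNA0091 stays open as well, as the phases are the conditions compared.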

How the results depend on the processing

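The alternatives with edgeR, DESeq2, equal totals, sRNA and newly predicted loci left out, and CdiPB at 441 bp were chosen only after the results were seen.

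The number of loci past the threshold, 1467, stayed between 1361 and 1634 when each replicate was left out in turn, and between 1450 and 1571 under the other alternatives except the replicate block and the limits of Fig. 3C, which gave 574 by their construction. With the replicate number as a block it was 1418, with CSP5_RS00805 among the calls and sRNA0010 not. Same-numbered libraries did not deviate together (correlations of −0.171, −0.194 and 0.0144), so that no pairing by number was seen. This cannot exclude that the same cultures were sampled in both phases, since they need not deviate alike. The division by direction moved with the scaling. With the 5 highest loci left out, 340 loci were higher and 1231 lower, against 718 and 749, and with equal totals 238 and 1329. Of the loci called on the deposited scaling, 1221 and 1193 were also called under these scalings, in the same or the opposite direction. CdiPFa was among those called in the opposite direction under both. With equal totals, 895 loci passed the limits of Fig. 3C, against 574. Each scaling multiplies all loci of a library by 1 factor, so that it shifts the log2 changes of loci with many reads alike, and those of loci with few reads less because of the pseudocount. The calls among sRNA and newly predicted loci, 21, ranged from 14 to 74 with each replicate left out, with 74 without mid-exponential replicate 1.

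CdiPA, CdiPB, CdiPFb and CdiPE2 kept their direction and their call under every alternative that gave a value. CdiPB has no value with the 5 highest loci left out, as it is 1 of them. CdiPE1 was called under 2 scalings, at −0.67 with the 5 highest loci left out and −0.89 with equal totals. The medians of coding genes under these scalings were −0.63 and −0.86. CdiPFa turned lower under the same scalings, at −0.44 and −0.66, and so did CSP5_RS07780, at −0.60 and −0.83. The other named genes kept their direction wherever they were called.

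Not divided by length, CdiPB ranked 3 in mid-exponential and 9 in early stationary phase, and at 441 bp it ranked 3 in mid-exponential phase. The ratio of CdiPFa to CdiPFb was 2.02 and 2.65 without division by length. The ratio of CdiPA to CdiPB in early stationary phase was 8.09% without division by length and 8.43% at 441 bp. The ratios and the rank at 441 bp follow from the lengths used. The ranks not divided by length also count sRNA loci, and sRNA0091 lay above CdiPB in both phases. Ranks per coding length are already among protein-coding genes only, since such values exist only for these genes.

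Among the gene lists, fry called ribosomal proteins (median log2 change −0.35), chaperones (0.22) and tRNA ligases (−0.34), which camera did not. Camera called tRNA ligases with the 5 highest loci left out, at −0.96, and the cause was not tested. With the 5 highest loci left out and with equal totals, fry called all 5 lists tested, also NADH oxidoreductase (−0.70 and −0.93), CRISPR genes (−0.46 and −0.68) and, now lower, chaperones (−0.40 and −0.63). Without mid-exponential replicate 1, fry called NADH oxidoreductase with a median of 0.027, against −0.08 with all replicates. Fry tests a list against 0, so that a shift of all genes moves its calls. Depth does not limit the calls of the CdiP genes, which rest on 1443 reads or more per library, but 48 loci had no reads in any library. Lists by product words and the search for S-layer products were not run, since product names were not used here.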

Differences from the paper's values

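The alternatives with edgeR, DESeq2 and equal totals were chosen only after the results were seen.

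The changes of the CdiP genes in Fig. 3A were read by eye from bars on a log2 scale, to the nearest 0.1 per bar, and are given as early stationary minus mid-exponential phase. For CdiPA the paper's change is about −1.2 in Fig. 3A and −1.31 was found here. For CdiPE1 the paper's is about 0.1 (Fig. 3A) and here −0.044, which is within the spread between cultures. For CdiPFa the paper's is about 0.3 (Fig. 3A) and here 0.19. For CdiPFb the paper's is about −0.1 (Fig. 3A) and here −0.21. For CdiPE2 the paper's is about −0.5 (Fig. 3A) and here −0.62. For all 6 CdiP genes the value here was lower than the one read, also for CdiPB, whose difference was within the replicate spread. Of the alternatives chosen before the data were examined, leaving out early stationary replicate 3 brought CdiPFb, at −0.17, within the replicate spread of the value read. None of these alternatives did so for CdiPA, CdiPE1, CdiPFa or CdiPE2. The replicate spread leaves out the error of reading bars to the nearest 0.1. The difference was −0.083 for CdiPFa without mid-exponential replicate 1. Without early stationary replicate 2 it was −0.086 for CdiPA, and without early stationary replicate 3 it was −0.094 for CdiPE2. With all replicates, the differences of the 6 genes were alike, from −0.144 (CdiPE1) to −0.105 (CdiPFb).

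The paper states that the expression of the remainder of the operon did not differ significantly between the growth phases. Of the 4 machinery genes, 3 were past the threshold here (limma, adjusted p = 0.0063 for CdiPFa, 0.0104 for CdiPFb and 1.3e-05 for CdiPE2), and CdiPE1 was not (adjusted p = 0.417 from limma). On the deposited scaling none of the 4 had an absolute log2 change over 1, so that none passed the limits drawn in Fig. 3C. CdiPE2 was over 1 with the 5 highest loci left out (−1.24) and with equal totals (−1.47), and CdiPFb with equal totals (−1.05). Under these scalings the median coding gene itself moved to −0.63 and −0.86. For the pilins, both were higher in mid-exponential phase, as the paper states. The paper states that CdiPB is the most expressed gene in the cell. Per coding length it ranked 2 in mid-exponential and 5 in early stationary phase here, and no alternative ranked it higher than 2. By that mid-exponential mean only CSP5_RS01265 lay above it, and no alternative of the ranking left that gene out. The reads of CSP5_RS01265 could not be separated from those of its neighbours, so that rank 1 for CdiPB is not excluded in mid-exponential phase. Within the CdiP genes, CdiPB was the highest in both phases, as the paper states. The distance between the pilin genes is shorter in the paper than the 921 bp of the RefSeq annotation, in which CdiPB is also shorter than the sequence the paper prints.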

Other observations

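The tests of library depth, genomic DNA and a mislabelled sample, Fisher's exact test on single genes and the scaling to equal totals were chosen only after the results were seen.

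Among the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave 1467 loci past limma's threshold, and the others gave 0 each. Since 3 libraries against 3 give a share of at least 0.1, chance cannot be excluded by this count. The phases did not overlap at 1564 tested loci (77.2%), where chance gives 10%, which argues against chance for these loci. The loci are not independent, however, and this share comes from the same grouping. The changes between the phases did not go with coding length (Spearman's rho 0.0173 across 1875 coding genes, which are not independent replicates), so that a length bias may be set aside as their cause. The difference in top-locus shares between the phases leaves the division into higher and lower loci open.

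Many sRNA and newly predicted loci were far higher in mid-exponential replicate 1 than in replicates 2 and 3. Of 91 such loci with a mean of at least 50 reads, 68 were over 4-fold and 63 over 10-fold higher, with a median log2 excess of 4.57. The mean includes replicate 1, so that its excess alone can admit a locus, and the share and median may be too high. sRNA0134 had 708 normalized reads in replicate 1, 4.30 and 1.94 in replicates 2 and 3, and 6.83 to 15.1 in early stationary phase. In the same comparison of each early stationary library with the others of its phase, 0 or 1 of the 91 loci was over 4-fold higher. Mid-exponential replicates 2 and 3 gave 0 each, but were compared with replicate 1 among others, so that their counts say little. Of 1799 coding genes, 7 were over 4-fold higher in replicate 1, with a median log2 excess of −0.09. Among the loci, sRNA0065 had 106507 normalized reads in replicate 1 against 727 and 486 in the other mid-exponential replicates, and 1274 to 2783 in the early stationary libraries. Library depth is an unlikely cause, as replicate 1 had 0.989 times the mean of the reads in replicates 2 and 3. Genomic DNA would raise all loci, but the tenth of coding genes with the lowest value per base had a median log2 excess of 0.0587. A mislabelled sample is not seen in the coding genes, where replicate 1 correlated better with the mid-exponential libraries (mean r = 0.989) than with the early stationary ones (0.868), a difference of 0.121.

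More structural RNA kept in the library of replicate 1 may explain the excess and cannot be told apart from other causes. The coding genes beside structural RNA genes cannot decide it, because the loci with the excess have no coordinates. As a set these coding genes did not share the excess, while the count of single genes over 4-fold went the other way. In 66 coding genes beside structural RNA genes, the median log2 excess exceeded that of 1732 other coding genes by 0.00405 (permutation test, two-sided, p = 0.882). Of the 66 genes, 2 were over 4-fold higher against 5 of the 1732 (Fisher's exact test, two-sided, p = 0.0247, not adjusted). CSP5_RS01265 was held out of this test, because its values had been seen. A difference in RNA preparation between the cultures or in the cultures themselves was not tested.

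Neighbouring coding genes changed alike between the phases, with r = 0.306 over 1874 neighbouring pairs. Overlapping genes (426 pairs) gave r = 0.459. Pairs at least 50 bp apart (947) still gave r = 0.147, above the limit of 0.0636 for 95% of random pairs, so that reads counted on overlapping genes are not the whole cause. A smooth change along the chromosome, as from gene copy number near a replication origin, explained 1.98% of the variance (block permutation test over 1000 orders of blocks of 20 genes, p = 0.001, the smallest they can give), too little to be the whole cause, though it may add to it. Transcription in shared units was not tested and stays open.

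Among the 10 largest rises past the threshold, CSP5_RS02745 (*lysW/argW*) had the largest log2 change, 5.50 (adjusted p = 2.4e-07 from limma). CSP5_RS02710 (3.82) and CSP5_RS02730 (3.76) lie near it, between 549197 and 556854. CSP5_RS09495 (3.73) and CSP5_RS09500 (3.94) are neighbours, and the rises of CSP5_RS04920 (4.35), CSP5_RS08770 (4.13), CSP5_RS05890 (4.03) and novel0024 (3.74) completed the list with sRNA0010. All of these stayed positive with the 5 highest loci left out and with equal totals. sRNA0010 had no reads in the mid-exponential libraries and 2 in each early stationary library, so that no fold is given. Its call was lost without early stationary replicate 1 or 2, with an adjusted p of up to 0.0619 from limma with 1 replicate left out, and also with DESeq2 and equal totals.

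Among the 10 largest falls, the coding genes were CSP5_RS07900 (−3.70), CSP5_RS04965 (−3.31), CSP5_RS01055 (−3.27), CSP5_RS01900 (−3.23), CSP5_RS06225 (−3.15), CSP5_RS05625 (−3.09), CSP5_RS04535 (−2.98) and CSP5_RS04525 (−2.81), all past the threshold with each replicate left out and under both other scalings. sRNA0117 and sRNA0068, both highest in mid-exponential replicate 1, were also in the list and stayed past the threshold without that replicate. sRNA0117 had 126 normalized reads in that replicate against 4.92 and 4.54 in the others, and 1 read over the early stationary libraries. Its call was lost without early stationary replicate 1 or 2 (adjusted p of up to 0.0705 from limma), and DESeq2 gave it no adjusted p. The log2 change of sRNA0068 was −2.98, and it lay between −3.77 and −1.91 with each replicate left out, with its call lost without any 1 of the early stationary replicates (adjusted p of up to 0.0727 from limma). The log2 change without mid-exponential replicate 1 was −1.91. No biological explanation of these changes was tested.

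Of the gene lists built from symbols, none was past the threshold with camera. Ribosomal proteins had a median log2 change of −0.35 (9 genes, camera adjusted p = 0.286), chaperones 0.22 (6 genes, 0.286), tRNA ligases −0.34 (13 genes, 0.133), NADH oxidoreductase −0.08 (5 genes, 0.924) and CRISPR genes 0.17 (6 genes, 0.699), where the mean was −0.02. With fry, ribosomal proteins, chaperones and tRNA ligases were past it (limma, adjusted p = 2.1e-04, 2.1e-04 and 0.0017) and the other 2 were not. The medians of these 5 lists turned or stayed lower with the 5 highest loci left out, where chaperones were at −0.40 and CRISPR genes at −0.46, so that the directions of these lists are relative to the scaling. The 2 proteasome genes had a median of −1.54 and the 1 transposase gene 1.36 (0.74 with the 5 highest loci left out), and lists of fewer than 5 genes are only described.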
